# Collaborative interactions of heterogenous ribonucleoproteins contribute to transcriptional regulation of sterol metabolism in mice

**DOI:** 10.1038/s41467-020-14711-4

**Published:** 2020-02-20

**Authors:** Zhengyi Zhang, An-Chieh Feng, David Salisbury, Xin Liu, Xiaohui Wu, Jason Kim, Irina Lapina, Dan Wang, Brennan Lee, Josue Fraga, Calvin Pan, Kevin J. Williams, Aldons J. Lusis, Phil Scumpia, Tamer Sallam

**Keywords:** Gene expression, Long non-coding RNAs, Transcription, Fat metabolism, Dyslipidaemias

## Abstract

Heterogeneous nuclear ribonucleoproteins (hnRNPs) are a group of functionally versatile proteins that play critical roles in the biogenesis, cellular localization and transport of RNA. Here, we outline a role for hnRNPs in gene regulatory circuits controlling sterol homeostasis. Specifically, we find that tissue-selective loss of the conserved hnRNP RALY enriches for metabolic pathways. Liver-specific deletion of RALY alters hepatic lipid content and serum cholesterol level. In vivo interrogation of chromatin architecture and genome-wide RALY-binding pattern reveal insights into its cooperative interactions and mode of action in regulating cholesterogenesis. Interestingly, we find that RALY binds the promoter region of the master metabolic regulator *Srebp2* and show that it directly interacts with coactivator Nuclear Transcription Factor Y (NFY) to influence cholesterogenic gene expression. Our work offers insights into mechanisms orchestrating selective promoter activation in metabolic control and a model by which hnRNPs can impact health and disease states.

## Abstract (web summary)

Heterogeneous nuclear ribonucleoproteins (hnRNPs) play critical roles in the biogenesis, localization and transport of RNA. Here authors investigate a role for hnRNPs in sterol metabolism in mice and provide insights into their role in selective promoter activation.

## Introduction

Heterogeneous nuclear ribonucleoproteins (hnRNPs) are a family of multifunctional RNA-binding proteins with critical roles in gene regulation. Cooperative activities of hnRNPs have been shown to impact various aspects of RNA metabolism^1^. Although much of the focus on hnRNPs has been geared to their role in splicing and transcript processing, their direct effects on mRNA biogenesis are far less understood with limited compelling roles for transcriptional contributions of hnRNPs. In addition, several lines of evidence link hnRNP abnormalities to neurodegenerative diseases and cancer, but their impact in metabolic control remains unexplored^2,3^.

A number of genome-wide association studies have linked variants at the hnRNP *RALY* (also known as heterogeneous nuclear ribonucleoprotein C-like 2) with cardiometabolic traits, including total cholesterol and coronary artery disease, yet little is known about the function and mechanisms of actions of RALY^4–6^. Our previous studies have shown that RALY interacts with *LeXis*, a noncoding RNA mediating crosstalk between the cholesterol biosynthesis and efflux pathways^7^. *LeXis* is a direct transcriptional target of LXR, a sterol-sensing nuclear receptor that triggers an “emergency response” to a lipid overload state. Activation of LXR induces the expression of genes involved in cholesterol efflux (*ABCA1* and *ABCG1*), limiting lipid uptake (*IDOL*), and promoting triglyceride-rich lipoprotein formation (*SREBP1C* and *SCD1*)^8^. On the other hand, the sterol regulatory element-binding proteins (SREBPs) are master regulators of sterol metabolism, directly activating the expression of genes involved in cholesterol and fatty acid biosynthesis^9^. Although all SREBP isoforms can influence a large repertoire of genes at extreme perturbations, it is well established that SREBP1c preferentially activates genes involved in fatty acid biosynthesis, whereas SREBP2 influences cholesterol biosynthetic machinery^10^. Consistent with unique epistatic relationship between various SREBPs, loss of SREBP2 in mouse liver reduces SREBP1c and triglyceride levels in addition to impacting cholesterol stores^11^. Despite their unique activation signature both isoforms appear to bind similar DNA response elements and to partner with common transcriptional coactivators, including Nuclear Transcription Factor Y (NFY) and SP1 (ref. ^12,13^).

In this work, we outline a role for hnRNPs in regulatory circuits controlling sterol homeostasis. Liver-specific deletion of the hnRNP *Raly* lowers serum cholesterol and hepatic lipid content. By mapping RALY-binding sites and utilizing unbiased chromatin interrogation techniques, we show preferential binding patterns of RALY at gene promoter regions and decipher its cooperative interactions. Intriguingly, we find that RALY binds at the *Srebp2* but not *Srebp1* promoter region, and show that it interacts directly with NFY to influence transcription of cholesterogenic genes. Our work offers insights into mechanisms orchestrating selective promoter activation and a model by which hnRNPs can impact metabolic disease states.

## Results

### Ablation of Raly impacts cholesterol biosynthetic genes

To gain insights into the contribution of hnRNPs in metabolic disease, we generated mice with LoxP sites flanking exons 3 and 4 of *Raly* (Fig. 1a, Supplementary Fig. 1). 

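In the GENCODE vM1 annotation of the mouse genome build NCBIM37 (mm9), Raly (ENSMUSG00000027593.9) lies on chromosome 2 from 154616832 to 154692997 on the + strand. The transcript Raly-001 has 9 exons, and the first 2 are untranslated. Exon 3 of this transcript runs from 154683005 to 154683269 (265 bp), and its coding part begins at 154683014, where translation starts. Exon 4 runs from 154685414 to 154685486 (73 bp) and is coding throughout. Together exons 3 and 4 of Raly-001 hold 329 coding bases, which leaves a remainder of 2 when divided by 3, so that removing both takes away the annotated start codon and does not keep the reading frame. Exon numbers depend on the transcript. In Raly-002, which lacks the second untranslated exon, exons 3 and 4 hold 240 coding bases between 154685414 and 154687742, with a remainder of 0. The paper's text does not name the transcript by which it numbers the exons.

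**Figure D1:**
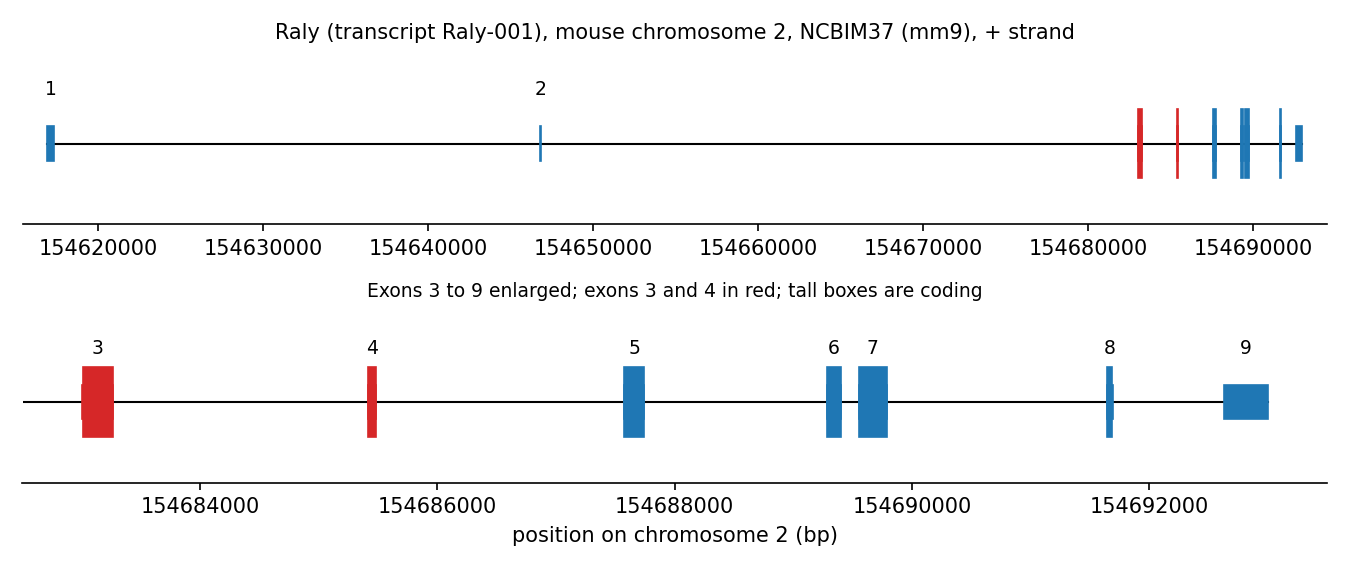
Exons of the transcript Raly-001 on chromosome 2 of NCBIM37 (mm9), drawn to scale with position in bp on the x axis. The upper panel shows the whole transcript and the lower panel exons 3 to 9, with exons 3 and 4 (265 and 73 bp) in red, coding parts as tall boxes and untranslated parts as low boxes.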

Administration of a Cre or control adenovirus to *Raly*^flox/flox^ primary murine hepatocytes resulted in the ablation of RALY transcript and protein levels (Supplementary Fig. 2a, b). Since RALY is one of the few hnRNPs linked to human lipid traits, and since our previous studies have shown that disruption of the *LeXis*-RALY axis perturbs cholesterogenic gene expression, we sought to determine the effect of genetic deletion of *Raly* on *Srebp2* (official gene symbol Srebf2) gene expression. Deletion of *Raly* from primary murine hepatocytes led to a significant reduction of Srebp2 and its target genes involved in cholesterol biosynthesis, including Hmgcr (Supplementary Fig. 2c). Surprisingly, the deletion of *Raly* from mouse hepatocytes also led to a significant reduction in Srebp1c, the isoform responsible for triglyceride biosynthesis (Supplementary Fig. 2c). We confirmed reduced protein levels of a nuclear SREBP2 and a number of targets, including 3-Hydroxy-3-Methylglutaryl-CoA Synthase (HMGCS) and Farnesyl Diphosphate Synthase (FDPS) (Supplementary Fig. 2d, e). To explore the contributions of *Raly* in liver metabolism, we generated liver-specific *Raly* knockout mice (referred to as L-*Raly*KO while *Raly*^flox/flox^ Cre-negative littermates are controls). Quantitative PCR (qPCR) analysis and western blotting confirmed significant and robust decrease in RALY in liver following Cre recombination (Fig. 1b, c). Previous studies have shown that at least a subset of hnRNP complexes influence gene expression in a non-discriminate fashion^14^. To better define the range of RALY activities in liver, we performed unbiased transcriptional profiling of livers from L-*Raly*KO and control mice on chow diet (Fig. 1d). 

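Liver RNA was sequenced from Raly flox/flox mice that had received an adeno-associated virus 4 weeks before, either AAV8.TBG.Cre, which expresses Cre recombinase in hepatocytes and deletes the floxed exons (L-RalyKO), or AAV8.TBG.GFP (controls). The sample labels call the controls wild type. Fig. 1d gives n = 4 per group, and 3 L-RalyKO and 3 control mice were mapped and analysed here. The methods describe stranded libraries aligned with TopHat to mm9 and compared as FPKM values with Cuffdiff. The values the authors deposited are not FPKM. They are read counts per gene scaled to each library's effective size (CPM), with the scaling factors that edgeR's TMM method gives for these libraries, and they are not divided by gene length. In each of the 6 columns 100% of the values were whole multiples of what 1 read is worth, so that the reads could be recovered. Between 28302983 and 37132274 reads per control mouse (median 32500159) and between 34660211 and 38052705 per L-RalyKO mouse (median 35386280) were counted on genes. Of 24054 gene symbols, 6838 had no read in any mouse. Because the values are not counts, groups were compared with limma (with an intensity trend) on log2(value + 1) for the 11580 genes with a mean value of at least 1, with Benjamini-Hochberg adjustment. Fold changes are on that scale, which understates the change of low genes. No 2 mice of a group had the same library, since their reads differed by 12.6 to 84.3 times the sampling noise (chi-square per degree of freedom).
Raly, the targeted gene, had values of 6.34, 6.61 and 7.39 in the L-RalyKO mice and of 50.1, 48.6 and 46.8 in the controls (6.78 ± 0.546 against 48.5 ± 1.67, SD, n = 3 mice each). The log2 fold change was −2.67 (standard error 0.069, adjusted p = 6.92e-07 from limma). Every L-RalyKO mouse lay below every control mouse (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Across the alternative settings the log2 fold change of Raly lay between −2.84 and −2.63.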

Analysis of differentially regulated genes showed a significant and strong enrichment of lipid metabolic and related pathways (Fig. 1e), as well as substantial overlap with pathways known to be modulated by SREBP2 (Fig. 1e)^15^. qPCR showed a significant reduction in expression of Srebp2 and its target genes in L-RalyKO mice (Fig. 1f). 

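In the RNA-seq, 758 of the 11580 genes tested had an adjusted p under 0.05 (limma), 389 higher and 369 lower in L-RalyKO liver, and 2632 had an unadjusted p under 0.05, where chance alone gives 579. Of the other tests, scalings and filters on low genes, DESeq2 on the recovered reads gave the most genes at adjusted p under 0.05 (1077) and a test of all genes with at least 1 read in any mouse gave the fewest (484). Pathways of the Reactome collection with 10 to 500 tested genes were examined among the genes at unadjusted p under 0.05, with all tested genes that belong to any pathway as background (972 of 4247 genes, 724 pathways, one-sided Fisher's exact test). After adjustment 14 pathways were over-represented. Biological oxidations held 61 such genes where 30.7 were expected (adjusted p = 2.55e-06, Fisher's exact test). Metabolism of lipids and lipoproteins held 131 where 92.2 were expected (adjusted p = 0.000494, Fisher's exact test), of which 73 rose and 58 fell. With only genes at adjusted p under 0.05 as input, 4 pathways were over-represented. The first of them was triglyceride biosynthesis, with 10 genes where 2.11 were expected (adjusted p = 0.0101, Fisher's exact test), and metabolism of lipids and lipoproteins was not among them (adjusted p = 0.33, and from 7.25e-06 to 0.33 over its alternatives).
For Fig. 1e, 5 keywords were examined as families of gene symbols. Such a family need not hold all genes of a keyword, so the keywords themselves were not tested. Among genes at unadjusted p under 0.05 were 32 of 65 tested Cyp genes (monooxygenase, adjusted p = 5.38e-05, Fisher's exact test over 22 lists and families), 9 of 11 cyclin genes (0.000614), 9 of 17 Mup genes (pheromone-binding, 0.0379) and 13 of 29 Serpin genes (serine protease inhibitor, 0.0379). The 11 cyclin genes were all of types D, E, G, L and T, so the result does not cover other cyclins. The Zfp genes (zinc-finger) were not over-represented (49 of 273 genes, adjusted p = 1 from Fisher's exact test).
A list of 20 genes of cholesterol biosynthesis, the pathway SREBP2 drives, had a mean log2 fold change of 0.11, with 16 genes higher and 4 lower (adjusted p = 0.228 over 22 lists and families, limma's camera). None of the 20 had an adjusted p under 0.05, over all genes or over the list alone, and 4 had an unadjusted p under 0.05. Reactome's own cholesterol biosynthesis pathway held 5 genes at unadjusted p under 0.05 where 5.04 were expected, and its activation of gene expression by SREBF held 6 where 5.26 were expected. Of these 6, 5 fell, and all 5 had an adjusted p under 0.05, so none of the 5 was in the list of 20 cholesterol biosynthesis genes. The list of 16 fatty acid and triglyceride synthesis genes had a mean log2 fold change of −0.14 (adjusted p = 0.193, limma's camera), with 7 genes at adjusted p under 0.05 (2 higher, 5 lower) and 8 when adjusted over the list alone. Srebf2, the gene of SREBP2 (ENSMUSG00000022463.6, chromosome 15 from 81977696 to 82035806), had a value of 38.3 ± 1.42 in L-RalyKO and 36.7 ± 2.93 in control liver (SD, n = 3 mice each). Its log2 fold change was 0.06 (standard error 0.067, 95% interval −0.09 to 0.22, adjusted p = 0.62 from limma), and it lay between 0.02 and 0.13 across the alternative settings. The values of the groups overlapped (two-sided exact permutation test of the difference, p = 0.5). A list of other SREBP2 targets, with 7 tested genes and Srebf2 among them, had a mean log2 fold change of 0.15 (5 higher, 2 lower, adjusted p = 0.331, limma's camera). Its only gene at adjusted p under 0.05 was Insig1, which rose (0.56, adjusted p = 0.0211, limma). Among the target genes the paper names, Hmgcs1 had a log2 fold change of −0.38 (adjusted p = 0.187, limma), Fdps of −0.03 (adjusted p = 0.945, limma) and Fdft1 of 0.11 (adjusted p = 0.637, limma). The sign of Fdps changed in 2 of the 6 fits that each left out 1 mouse. Srebf1, which holds the SREBP1c isoform and is counted here over all isoforms, had a log2 fold change of −0.65 (standard error 0.12, adjusted p = 0.0173, limma, and from 7.16e-07 to 0.0646 over its alternatives).

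**Figure D2:**
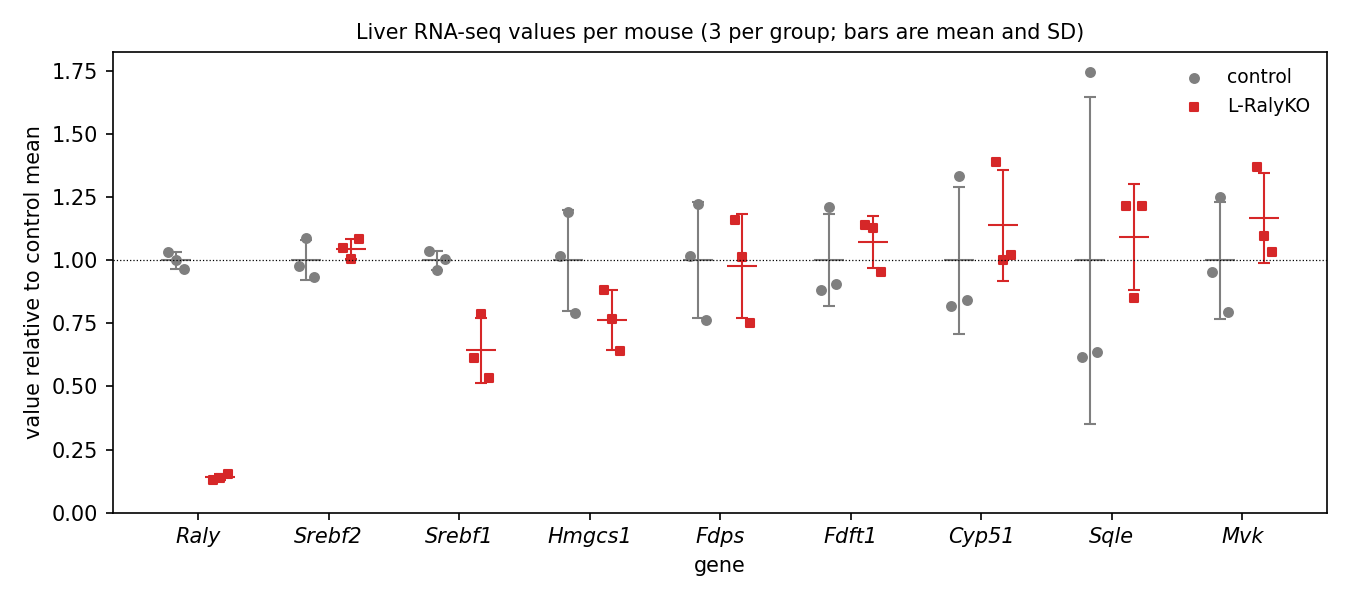
Values of Raly and of genes of the SREBP pathways in each mouse, divided by the control mean of the gene (y axis, no unit), for 3 control mice (grey circles) and 3 L-RalyKO mice (red squares), with bars for the mean and SD. All 3 L-RalyKO mice lie below all 3 controls for Raly and Srebf1, and the groups overlap for the other genes.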

There was also a trend to reduced Srebp1c expression although did not reach significance (fasting mice). Consistent with gene expressing results loss of RALY was associated with a reduction in serum cholesterol level (Fig. 1g). Lipid fractionation analysis revealed a reduction in low-density lipoprotein (LDL) and high-density lipoprotein fractions the predominant circulating pool in chow-few mice (Fig. 1h). Taken together, these results suggest that hnRNPs can regulate the activity of specific gene expression programs and that the effects of RALY on cholesterogenesis are non-redundant.

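The genes at adjusted p under 0.05 were 6.55% of those tested. Of them 251 differed by at least 1.5-fold and 64 by at least 2-fold. The first principal component of the 6 livers, which separated L-RalyKO from control mice, held 50.7% of the variance. The values of 3257 genes (28.1% of those tested) did not overlap between the groups, where chance gives 10%. Among 20 tested hnRNP genes, Hnrnpc alone had an adjusted p under 0.05 and 3 had an unadjusted p under 0.05. The mean log2 fold change of the other 19 was −0.01. From the profiling, the qPCR and the serum cholesterol together, the paper proposes that hnRNPs can control specific gene expression programs and that other hnRNPs do not stand in for RALY in cholesterol synthesis.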

**Fig. 1:**
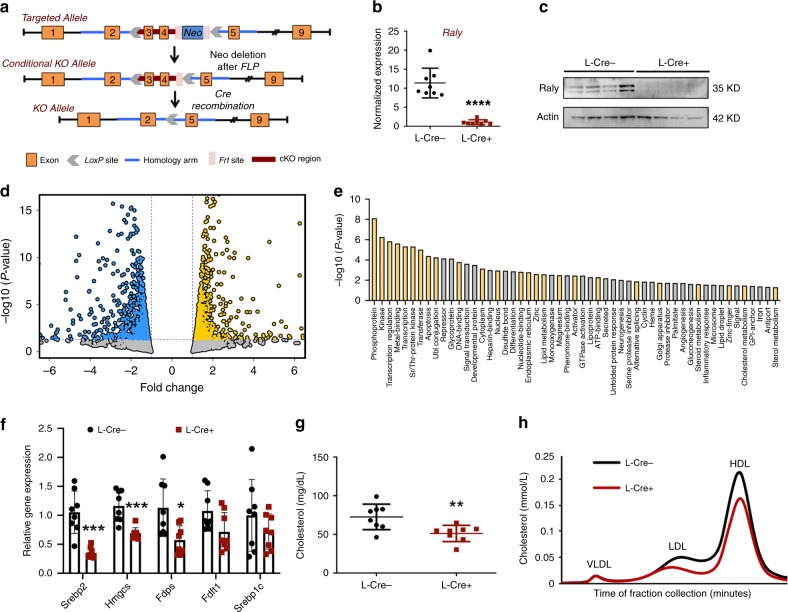
Loss of RALY reduces Srebp2 and specifically enriches for metabolic pathways. **a** Schematic of Raly conditional knockout strategy. **b** Gene expression of RALY in liver from chow-fed mice (*n* *=* 8 per group). **c** Protein level of RALY in liver from chow-fed mice (*n* *=* 8 per group). **d** Volcano plot of RNA-seq results from liver with and without RALY (*n* *=* 4 per group). **e** Enriched functional terms from RNA-seq of differentially regulated genes from mouse liver. Yellow bar indicates functional keyword is also enriched in liver SREBP2 ChIP. **f** Gene expression in mice liver on chow diet (*n* *=* 8 per group). **g** Total serum cholesterol levels isolated from chow-fed mice (*n* = 8 per group). **h** Cholesterol levels in pooled fractionated serum from mice in **g**. All data are mean ± SD. *P < 0.05; **P < 0.01, and ***P < 0.001, using two-tailed Student’s *t*-test.

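Of the genes past the line drawn at an unadjusted P of 0.05 in Fig. 1d, 1365 were higher and 1267 lower in L-RalyKO liver (limma), and 86 of them changed at least 2-fold. With total count scaling 1007 were higher and 1645 lower. Those that changed at least 2-fold numbered 206 with DESeq2, 227 with limma voom and from 67 to 227 over all alternatives. Among genes at adjusted p under 0.05 whose groups did not overlap, the largest rises were those of Zbtb16, Scara5, Foxq1, Cish and Selenbp2. Zbtb16 (chromosome 9 from 48462416 to 48644050) had a value of 93.9 ± 10.4 in L-RalyKO and 9.9 ± 2.92 in control liver (SD, n = 3 each), with a log2 fold change of 3.15 (standard error 0.17, adjusted p = 0.000119, limma). The log2 fold change was 2.66 for Scara5 (adjusted p = 0.000135, limma), 2.32 for Foxq1 (0.0134), 2.18 for Cish (0.00981) and 1.83 for Selenbp2 (0.00216). The largest falls were those of Mup16 (log2 fold change −4.60, adjusted p = 3.62e-05, limma), Cyp2b9 (−4.10, 0.000406), Raly, Cfd (−2.10, 0.0318) and Mup19 (−1.88, 0.0164). Mup16 is uncertain, since 71.5% of the 50-base words of its transcripts also occur in Mup19 and the authors' counting could have split their reads. Cyp2b9 shares 10.6% with Cyp2b13. In edgeR's quasi-likelihood test on the recovered reads, Foxq1 (adjusted p = 0.101), Cish (0.104), Cfd (0.159) and Mup19 (0.133) were not past 0.05. Over all alternatives their adjusted p ranged from 0.000183 to 0.101, from 0.00119 to 0.104, from 0.0121 to 0.159 and from 0.00138 to 0.133.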

### Liver-specific deletion of Raly reduces hepatic sterol content

We noted that loss of *Raly* from hepatocytes was associated with a decrease in cellular cholesterol and triglyceride content (Fig. 2a, b). To better define the contributions of RALY on hepatic lipid composition, we performed unbiased shotgun lipidomics on mouse liver comparing L-*Raly*KO and controls. We observed that vast majority of lipid species were unchanged with the exception of hepatic cholesterol and triglyceride content (Fig. 2, Supplementary Fig. 3). Examination of cholesterol esters showed a reduction in most species in L-*Raly*KO although only a subset reached statistical significance (Fig. 2c, d). Similarly triglyceride content was significantly reduced in L-*Raly*KO livers (Fig. 2e, f). We observed no changes in the expression of genes involved in lipolysis (Supplementary Fig. 4). Intriguingly, these results partially phenocopy the chow-fed *Srebp2* liver-specific knockout mice, that exhibit mildly reduced liver cholesterol content as well altered SREBP1c and triglycerides levels^11^. These results are also consistent with unique epistatic relationship between various SREBPs. Taken together, the lipidomics findings reinforce the gene expression results and support the notion that RALY may be affecting sterol metabolism through interaction with the *Srebp2* pathway. To more thoroughly investigate the contributions of RALY in chronic lipid abundance states, we fed L-*Raly*KO mice and controls a diet known to induce sterol accumulation and Non-Alcoholic Steatohepatitis (NASH). After 9 weeks of feeding, L-*Raly*KO showed significant reduction in Oil Red O staining (Fig. 2g, h). These results demonstrate that in a preclinical disease model the hepatic loss of RALY partially protects against lipid overload.

**Fig. 2:**
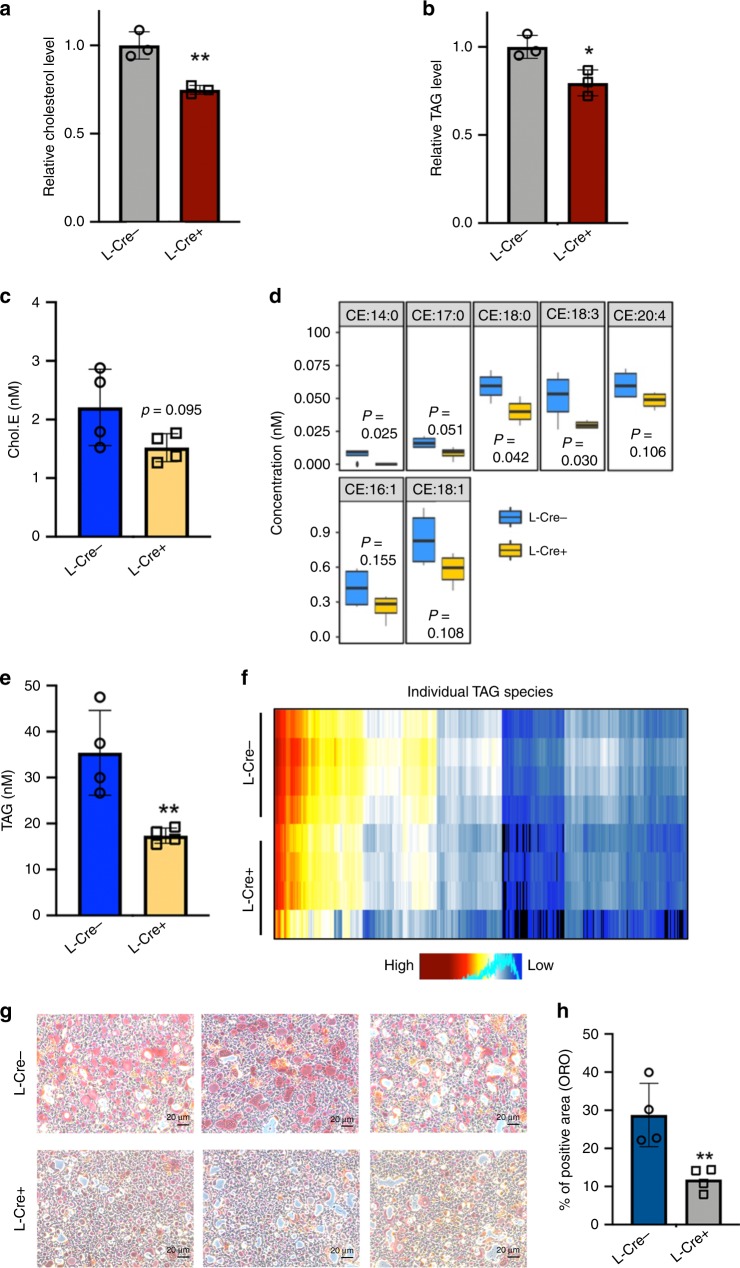
Liver-specific deletion of RALY alters hepatic lipid content. **a**, **b** Cholesterol level **a** and triglycerides level **b** from primary hepatocytes relative to baseline levels (normalized to cell number). **c**, **d** Lipidomics investigation of cholesterol ester (CE) species from liver from L-Raly knockout mice and controls (*n* = 4 per group). **e**, **f** Lipidomics investigation of triglycerides species from liver from L-Raly knockout mice and controls (*n* = 4 per group). Each line on heat map represents an individual triglyceride species of 411 different triglycerides detected (four mice per group). **g** Oil Red O (ORO) staining of liver from NASH diet-fed mice (scale bar, 20 µm). **h** Quantification of positive ORO staining area from done with automated image j detection. Values are shown as means ± SD. *P < 0.05 and **P < 0.01, using two-tailed Student’s *t*-test.

### DNA binding of RALY enriches for metabolic regulators

Our previous studies have shown that *LeXis* and RALY are almost exclusively present in the cell nucleus in association with chromatin and that *LeXis* may be impacting cholesterogenic gene expression through transcriptional mechanisms^7^. Thus, we hypothesized that RALY may also be impacting *Srebp2* levels through nascent transcript production. To gain better insight as to how RALY may regulate gene expression, we mapped genome-wide RALY-binding sites. We performed chromatin immunoprecipitation sequencing (ChIP-seq) to assess RALY DNA binding in murine hepatocytes and identified a total of 2950 RALY peaks that were independent identified by the same peak calling algorithm in at least two independent samples (Fig. 3a). Global analysis of fragment distribution around the peak summit showed overall agreement between samples and a broad peak contour profile spanning ~500 bps, a feature often associated with coregulators (Fig. 3b). Interestingly, RALY showed strong enrichment for promoter binding but was also in enriched in other parts of the genome, including intronic and intergenic regions (Fig. 3c, d). Furthermore, unbiased peaking calling showed that RALY bound the *Srebp2* promoter region but not the *Srebp1* promoter (Fig. 3d, Supplementary Fig. 5). These results reinforce the notion that RALY primarily affects Srebp2 and that perturbations in hepatic triglycerides content are likely a downstream consequence of reduced SREBP2 activity. In addition, motif discovery analysis of RALY-bound peaks identified the transcription factor NFY as a highly enriched motif (Fig. 3e). NFY is a promoter-binding transcription factor (formed with trimeric complex of NFYA, NFYB, and NFYC with all subunits required for proper function) with an established role in mediating SREBP responses^16^. Taken together, these results hint that RALY may be influencing cholesterogenesis by modulating collaborative interactions with transcriptional coactivators at the *Srebp2* promoter.

**Fig. 3:**
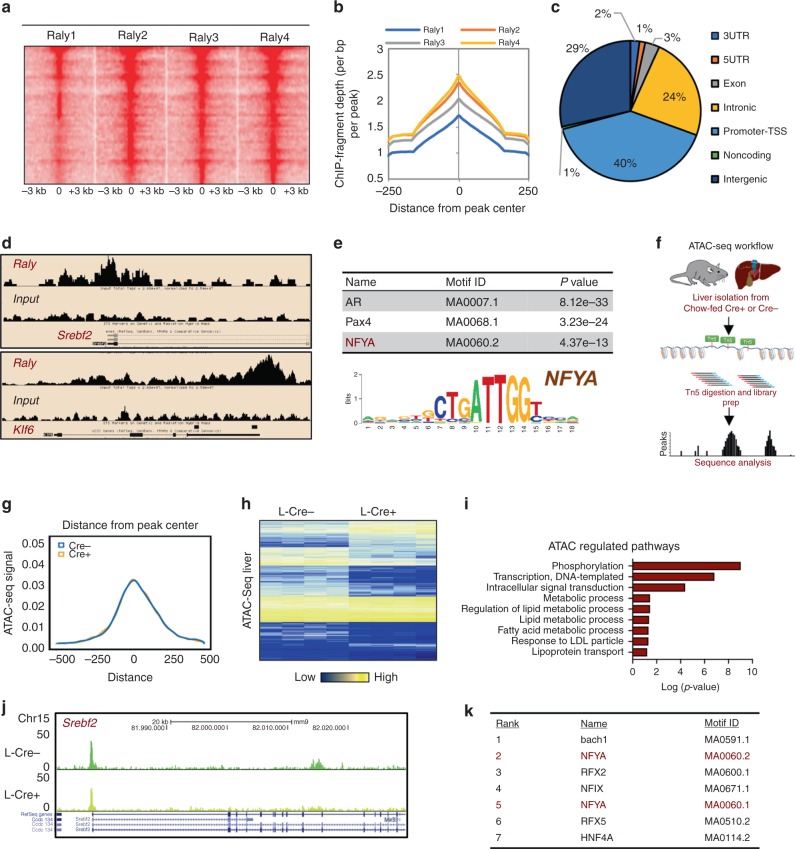
Interrogation of the RALY cistrome and chromatin dynamics enriches for promoter binding and metabolic coregulators. **a** Heat map of reproducible counts centered around a gene transcription start site for RALY ChIP-seq samples in hepa1-6 cells (*n* = 4 per group). **b** ChIP fragment depth enrichment for RALY across samples. **c** Pi chart showing the binding pattern of RALY according to the location of a given peak. **d** Representative RALY ChIP-seq profiles at *Srebf2* and *Klf6* loci. **e** Motif analysis surrounding called peaks from RALY ChIP-seq in hepa1-6 cells. **f** Schematic of ATAC-seq workflow. **g** Metagene representation of the mean ATAC-seq signal. ATAC-seq was performed from mice liver with Raly f/f L-Cre+ or Cre− (*n* = 4 per group). **h**, **i** Heat map shows the differential enrichment of ATAC peaks of Cre− or Cre+ livers and Gene ontology analysis. **j** Representative ATAC-seq heat map in liver with Raly f/f L-Cre+ or Cre− at the *Srebf2* locus. **k** Motif analysis showing top enriched factors at differentially regulated sites from Raly f/f L-Cre+ or L-Cre− liver.

A number of studies have shown that noncoding RNA–protein interactions can regulate gene activities by modulating a number of histone modifications at target genes^17,18^. To explore the possibility that RALY may influence gene expression by altering epigenetic states, we performed Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq)^19^, a method that allows unbiased interrogation of chromatin architecture, on livers from L-*Raly*KO and controls (Fig. 3f). Loss of RALY in mouse liver did not globally alter chromatin accessibility (Fig. 3g) arguing against the idea that RALY may be impacting gene expression by impacting histone modifiers, such as polycomb repressive complex proteins or histone deacetylase^20^. In addition to directly interrogating changes in nucleosome rearrangements, ATAC-seq allowed us to infer transcriptional activity by examining changes in enhancer landscapes with targeted perturbations. Although globally most ATAC peaks did not change between controls and L-*Raly*KO samples, a number of peaks were differentially regulated (Fig. 3h). Intriguingly, many of these peaks clustered near genes involved in lipid metabolism (Fig. 3i, j, Supplementary Fig. 6). Furthermore, motif analysis of these differentially altered peaks showed specific enrichment for number of transcription factors known to impact metabolic regulation, including NFY (Fig. 3k). Taken together, the above results suggest that RALY may be regulating cholesterol metabolism by impacting the coactivator NFY at the *Srebp2* gene.

### RALY is required for NFY-dependent activation of Srebp2

To clarify whether RALY directly interacts with transcriptional machinery at SREBP2, we performed co-immunoprecipitation (Co-IP) studies in murine hepatocytes. Pulldown of RALY enriches for NFY and vice versa confirming a robust interaction between the two factors (Fig. 4a, b). To clarify whether RALY is required for NFY binding at promoter regions, we performed ChIP of NFY in L-*Raly*KO or control livers. We confirmed NFY enrichment at its known target gene Rnf5 (Fig. 4c), as well as the SREBP2 promoter region (Fig. 4d). Our results suggest that NFY binding is minimally rearranged by the loss of RALY consistent with the idea that RALY does not act as a guide to facilitate NFY complex DNA binding, rather it works cooperatively with NFY at select sites to influence its transcriptional activity. To determine if RALY was sufficient to induce the expression of cholesterogenic genes, we overexpressed RALY using an adenoviral vector in a murine hepatocyte cell line (Supplementary Fig. 7). We found that cholesterogenic gene expression was increased in response to RALY expression (Fig. 4e). In addition, hepatic RALY overexpression increased serum cholesterol in chow-fed mice (Fig. 4f). To more thoroughly investigate the cooperative relationship between RALY and cis/trans promoter factors, we performed luciferase reporter assays with an *Srebp2* promoter construct (Fig. 4g). Adenoviral expression of RALY in hepatocytes enhanced wild-type *Srebp2* promoter-driven luciferase activity, but failed to increase luciferase activity when either NFY or SRE sites were mutated (Fig. 4d). These results reinforce the idea that RALY is a coactivator that requires the binding of canonical transcriptional factors at the *Srebp2* promoter including SREBP itself. To better clarify the epistatic relationship between NFY and RALY, we performed a knockdown of NFY in RALY-deficient cells. Our results show that reduction of NFY on a *Raly*-deficient background no longer alters Srebp2 expression (Fig. 4h, Supplementary Fig. 8). These results suggest that RALY is required for NFY-dependent transcription of SREBP2 and is consistent with notion, and RALY and NFY work cooperatively to influence gene expression.

**Fig. 4:**
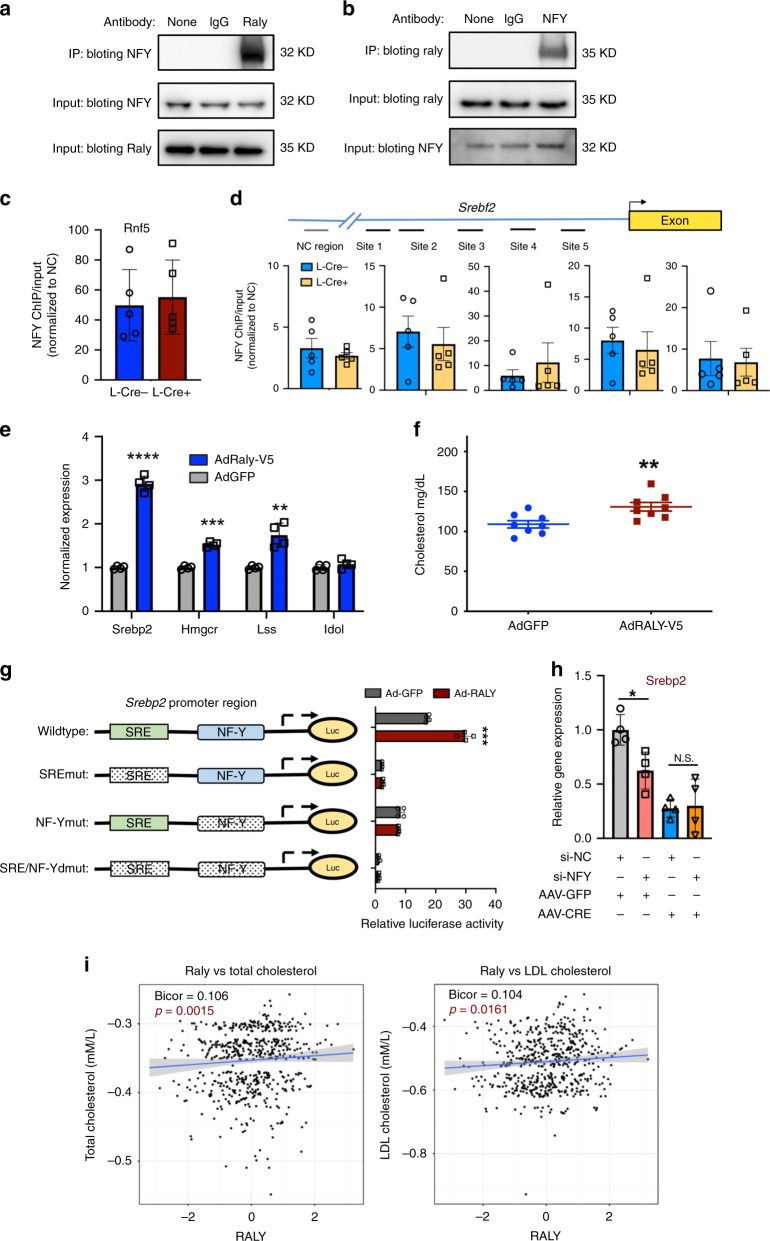
The coactivator NFY is required for the transcriptional effects of RALY on cholesterogenesis. **a**, **b** Western blot from Co-IP studies performed in hepa1-6 cells. **c** NFY ChIP-qPCR of the positive control NFY gene done from Raly f/f L-Cre+ or L-Cre− livers (*n* = 5 per group). **d** ChIP-qPCR on Srebf2 promoter using various primers around NFY sites from ChIP in **c**. Data were normalized to negative control region; (*n* = 5 per group). Data are mean± SEM. **e** Gene expression results from hepa1-6 cells treated with adenovirus GFP or RALY (*n* = 4 per group). **f** Serum cholesterol levels from chow-fed mice treated with adenovirus GFP or RALY harvested after 6 days of injection. Data mean± SEM; (*n* = 8 per group). **g** Luciferase promoter assays of Srebp2 promoter region performed in hepa1-6 cells and with GFP or RALY overexpression. **h** Srebp2 gene expression after NFY knockdown in control or RALY-deficient primary hepatocytes (*n* = 4 per group); values are mean±SD. **i** Gene expression results from METISM study showing correlation of metabolic traits with RALY. Values are inverse normal transformed. *P < 0.05; **P < 0.01, ***P < 0.001, and ****P < 0.0001.

To better explore the relationship between hnRNPs and human lipid traits, we analyzed expression data from the *METISM* cohort^21^. Interestingly, expression of RALY was positively associated with a number of metabolic, traits including total and LDL serum cholesterol levels though the strength of association was modest (Fig. 4i). Importantly, other hnRNPs, including ones that contribute to transcriptional control mechanisms (hnRNP K), were not significantly associated with total cholesterol or LDL cholesterol in this cohort (Supplementary Fig. 9). Although hnRNPs are known to form complexes with one another, these observations are consistent with the idea that individual hnRNPs may play functional roles favoring specific pathways

## Discussion

Previous work has identified important roles for hnRNPs in neurodegenerative disease, most prominently amyotrophic lateral sclerosis and frontotemporal lobar degeneration^1,2^. Our work expands the contributions of hnRNPs in health and disease by showing that a conserved hnRNP can help direct the fundamental metabolic regulatory circuits. In addition, our work offers insights into the precise molecular mechanisms that link hnRNP abnormalities with pathologic states. The functional versatility of hnRNPs is thought to stem from their ability to “dance with different partners” to impact diverse biologic process, such as RNA splicing, polyadenylation, export, and translation. Thus, there are potentially multiple ways by which hnRNPs abnormalities can lead to disease states. Defects in hnRNPs leading to stress granule changes and the accumulation of pathological inclusions are thought to be important in neurodegenerative states^22,23^. Our work shows that hnRNPs proactively participate in transcriptional control mechanisms regulating cholesterol homeostasis and that loss of a single hnRNP (RALY) influences hepatic lipid stores. It should be noted that our work does not exclude the possibility that RALY may play other functional roles or influence gene regulation though multiple mechanisms. In addition, RALY may be impacting transcript splicing or other redundant functions that may be masked in our knockout model or perhaps more critical in other tissues or cell types. Intriguingly, we find that RALY has multiple isoforms and it is unclear whether different isoforms perform different functions.

It is well established that the predominantly cholesterogenic SREBP2 and lipogenic SREBP1 transcription factors may be differentially processed depending on the environment cues. However, both isoforms are capable of binding diverse SREs and collaborate with common coactivators despite possessing distinct transcriptional effects once in the nucleus. In addition, it is unclear how generic collaborative partners, such as NFY and SP1 are capable of turning on some but not all their target genes in response to specific environmental cues. The characterization of RALY offers some important clues into the selective promoter activities of different SREBPs. The fact that RALY binds the promoter of one isoform (*Srebp2*) and not the other hints that spatial collaborative interactions may favor a specific gene activation signature. The finding that RALY interacts with the SREBP coactivator NFY also raises a number of intriguing questions. How do hnRNPs influence some genes but not others? and what is the biochemical basis for their interactions? can RALY directly collaborate with other transcriptional regulators besides NFY? Future studies will provide more insights into these questions.

## Methods

### Study approval

All experiments were approved by the UCLA Institutional Animal Care and Research Advisory Committee and performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Please see supplemental materials for detailed methods.

### Animals

All animals used in the study were in C57BL/6 background. Our study used male mice unless otherwise specified. Mice were fed chow diet (Research Diet) and housed temperature-controlled room under a 12-h light/12-h dark cycle and pathogen-free conditions. *Raly*^flox/flox^ mice were generated by Cyagen using the strategy outlined in Fig. 1a. To the generated RALY liver-specific knockout mice and littermate controls, we treated *Raly*^flox/flox^ with adeno-associated virus (AAV) with TBG promoter (AAV8.TBG.Cre) or (AAV8.TBG.GFP; green fluorescent protein) purchased from Penn Vector Core. AAV administered intraperitoneal injection at dose of 5 × 10^11^ GC per mice. Mice were euthanized 4 weeks after AAV injection. Liver tissues were frozen in liquid nitrogen and stored at −80 °C or fixed in 10% formalin. Blood was collected by retro-orbital bleeding, and the plasma was separated by centrifugation. Plasma lipids were measured with the Wako L-Type TG M kit, the Wako Cholesterol E kit. All animal experiments were approved by the UCLA Institutional Animal Care and Research Advisory Committee.

### Cells culture

Mouse primary hepatocytes were isolated as previously described and cultured in William’s E medium with 5% bovine serum albumin (BSA)^24^. Hepa1-6 cells were originally obtained from ATCC and cultured in Dulbecco's Modified Eagle Medium (DMEM) medium with 10% fetal bovine serum (FBS). Adenovirus studies were performed as previously described^7^. RALY was cloned from mouse cDNA using a gateway cloning system and into the pAd/CMV/V5-DEST Gateway vector by LR recombination according to the manufactures guidelines. NFY knockdown was done in primary hepatocytes using short interfering RNA against nfya (Dharmacon^TM^ catalog number LQ-065522-00-0005). Transfection was proceed using DharmaFECT^TM^ 4 transfection reagent (Dharmacon^TM^) according to the manufacturers recommendation. Cells were collected for RNA isolation or protein extraction 48 h after transfection.

### Gene expression analysis and immunoblot analysis

Total RNA was isolated using TRIzol reagent (Invitrogen) and reverse transcribed using a homemade RT, as we previously described^25^. cDNA was quantified by real-time PCR using SYBR Green Master Mix (Diagenode) on BioRad Real-time PCR instrument. Gene expression levels were determined by using a standard curve. Each gene was normalized to the housekeeping gene 36B4. For immunoblot analysis, whole cell lysate or tissue lysate was extracted using RIPA lysis buffer (Boston Bioproducts) supplemented with complete protease inhibitor cocktail (Roche). For SREBP2 proteins immunoblot analysis, nuclei from primary hepatocytes were prepared using Subcellular Protein Fractionation Kit for Cultured Cells (78840, Thermo Scientific). Proteins were diluted in Nupage loading dye (Invitrogen), heated at 95 °C for 5 min, and run on 4–12% NuPAGE Bis-Tris Gel (Invitrogen). Proteins were transferred to hybond ECL membrane (GE Healthcare) blocked with 5% milk (or 5% BSA for anti-SREBP2) to quench nonspecific protein binding and blotted with the indicated primary antibody. For complete listing of antibodies and primers please see Supplementary Table 1. 

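The ChIP-qPCR primer pairs of Supplementary Table 1 around Srebf2 were matched exactly to NCBIM37 (mm9), the build the paper's sequencing used, with products of at most 2000 bp. Srebf2 starts at 81977696 on chromosome 15 and is on the + strand. Site 1 amplifies 81972645 to 81972731 (87 bp, midpoint at −5008 bp from the start of Srebf2). Site 7 amplifies 81974019 to 81974121 (103 bp, −3626 bp) and site 3 amplifies 81975427 to 81975546 (120 bp, −2210 bp). Site 4 amplifies 81976610 to 81976707 (98 bp, −1038 bp) and site 5 amplifies 81977497 to 81977595 (99 bp, −150 bp). All of these lie upstream of the gene. Site 8 amplifies 81979282 to 81979409 (128 bp) within an intron of Srebf2, at 1649 bp downstream of its start. The pairs of sites 2 and 6 gave no product by exact match, since the forward primer of site 2 and the reverse primer of site 6 had 0 matches in the build.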

Uncropped blots are provided in Supplementary Fig. 10.

### Dual luciferase assay

DNA transfection of Hepa1-6 cells was performed with LipofectamineTM 3000 (Invitrogen) according to user’s manuscript on 24-well plates with a cell density of 1.5 × 10^5^ cells/well. The cells were transfected with 200 ng of the *Srebp2* promoter firefly reporter plasmid, 50 ng of *Renilla* reporter plasmid (Promega), and 200 ng of nSREBP2 expression vector. At 12 h after transfection, the cells were cultured in DMEM supplemented with 1% (v/v) FBS and adenovirus was administered. After 24 h, assays for both luciferase and Renilla activities were performed. The reporter activities were expressed as the relative firefly luciferase activity/Renilla luciferase activity.

### RNA-seq

Libraries for RNA-Seq were prepared with KAPA Stranded RNA-Seq Kit on RNA isolated from livers of chow diet feeding mice with AAV-GFP or AAV-Cre transduction. The data were sequenced on Illumina HiSeq 3000 for a pair-end 150 bp read run. Data quality check were done on Illumina SAV. Demultiplexing was performed with Illumina Bcl2fastq2 v 2.17 program. RNA-seq reads were aligned with TopHatv2.0.2 to the mouse genome, version mm9 25. Transcripts were assessed and quantities were determined by Cufflinks v2.0.2, using a GTF file based on Ensembl mouse NCBI37. Comparison expression levels were made using Fragments Per Kilobase of transcript per Million (FPKM) values using Cuffdiff from the Cufflinks package 26.

### NASH diet feeding and Oil Red O staining

Twelve-week-old male mice were fed with diet composition of 60 kcal% fat with 0.1% methionine and no added choline (A06071302, Research Diets) for 9 weeks. Oil Red O histochemistry staining were performed using frozen sections from mouse liver. Briefly, frozen sections were fixed in 10% neutral formalin for 10 min, followed by treatment in 60% isopropanol for 5 s and then staining in Oil Red O working solution (O-0625, Sigma Aldrich) for 15 min. This procedure was followed by washing with 60% isopropanol for 5 s and then water 1 min. Finally, sections were contained with Mayer’s Hematoxylin for 3 min.

### Lipidomics

A total of 50–100 mg of frozen liver are homogenized in the Omni Bead Ruptor Elite with 2 mL homogenizer tube system (Omni, 19-628D). Samples are homogenized in cold phosphate-buffered saline (PBS) for 3 cycles of 10 s each at 5 m/s with a 10 s dwell time between cycles. A total of 3–6 mg of homogenized material are applied to a modified Bligh and Dyer extraction^26^. Prior to biphasic extraction, a 13 lipid class Lipidyzer Internal Standard Mix is added to each sample (AB Sciex, 5040156). Following two successive extractions, pooled organic layers are dried down in a Genevac EZ-2 Elite. Lipid samples are resuspended in 1:1 methanol/dichloromethane with 10 mM ammonium acetate and transferred to robovials (Thermo 10800107) for analysis.

Samples are analyzed on the Sciex Lipidyzer Platform for targeted quantitative measurement of 1100 lipid species across 13 lipid sub-classes. Differential Mobility Device on Lipidyzer is tuned with SelexION tuning kit (Sciex 5040141). Instrument settings, tuning settings, and MRM list available upon request. Data analysis performed on Lipidyzer software. Quantitative values are normalized to milligrams of material used.

### Chromatin immunoprecipitation

ChIP experiments were performed as we previously described with exception of a few changes^25^. For RALY ChIP, 20 million cells were used for each sample and four replicates were performed for each group. Sonication was performed using a M220 Focused-ultrasonicator (Covaris) according to the manufacturer’s protocol (10 min for cells), and chromatin was immunoprecipitated with 4 μg antibodies against RALY (Ab170105, Abcam) overnight at 4 °C. ChIP-Seq libraries were prepared using the Kapa LTP Library Preparation Kit (Kapa Biosystems). ChIP-Seq was performed as described^27^. Bowtie2 was used for alignment and we identified Raly enriched peaks in using by Homer findPeaks^28^ with FDR < 0.01. The called peaks were subsequently used for identifying the motifs enrichment by PscanChIP^29^. For NFY ChIP, chromatin samples from mice livers were prepared using truChIP Chromatin Shearing Tissue Kit (Covaris) according to manufacturer’s recommendation. Sonication was performed using a M220 Focused-ultrasonicator (Covaris) according to the manufacturer’s protocol for 12 min, and chromatin was immunoprecipitated with 6 µg antibodies against NFYA subunit (sc-17753×, Santa Cruz Biotechnology) overnight at 4 °C. The ChIP samples were analyzed by real-time PCR using primers listed in Supplementary Table 1. All values obtained were normalized to the primers of negative control region.

### ATAC-seq

ATAC-seq was optimized in liver after several modifications from original Buenstero protocol^19^. A total of 100 mg of frozen liver were grinded to fine powder using cellcrusher and 1 mL of ice cold nuclei isolation buffer was added (20 mM Tris-HCl, 50 mM EDTA, 5 mM spermidine, 0.15 mM spermine, 0.1% mercaptoethanol, 40% glycerol, pH 7.5, mM EGTA, and 60 mM KCl). After 5 min of cooling on ice, cell suspension was filtered through Miracloth (Calbiochem) followed by centrifugation at 1100 × *g* for 10 min at 4 °C. Pellet was resuspended with 50 µL RSB buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl2, and pH 7.4) followed by centrifugation at 500 × *g* for 5 min at 4 °C and resuspension in PBS. A total of 75,000 nuclei pellet were used for transposase reaction. The rest of the protocol followed that described by Buenstero. ATAC-Seq libraries were prepared using the Nextera Tn5 Transposase and DNA library preparation kit (Illumina) as described^19^. Libraries were single-end sequenced (50 bp) on an Illumina HiSeq 2000. Reads were mapped to the mouse genome (NCBI37/mm9) using Bowtie2 and were removed from the subsequent analysis if they were duplicated, mapped to mitochondrial genome, or aligned to unmapped contiguous sequences. Peak calling was performed using MACS2. The reads were converted to reads per thousand base pairs peak per million mapped reads (RPKM) by dividing by the total number of reads per sample. The average RPKM from four replicates was used to quantify the accessibility across all called peaks.

### Statistical analysis

A non-paired Student’s *t*-test was used to determine statistical significance, defined at *P* < 0.05. For multiple group experiments analysis of variance was used followed by multiple group analysis. Unless otherwise noted, error bars represent standard deviations. Experiments were independently performed at least twice. Sample size is based on statistical analysis of variance and prior experience with similar in vivo studies.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Data that support the findings of this study have been deposited in GEO with the following accession number GSE133166. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The source data underlying Figs. 1b, f–h, 2a–e, h, and 4c–h, and Supplementary Figs. 2a, c, 3 and 4 are provided as a source data file. A reporting summary for this article is available as a Supplementary Information file.

## Source data

Source Data

# Supplementary material for: Collaborative interactions of heterogenous ribonucleoproteins contribute to transcriptional regulation of sterol metabolism in mice
**Source:** Nat Commun. 2020 Feb 20;11:984. doi: 10.1038/s41467-020-14711-4
**Supplement:** Supplementary file 1 — Supplementary Information

**Collaborative interactions of heterogenous ribonucleoproteins contribute to transcriptional regulation of sterol metabolism in mice**

Zhengyi Zhang et al.

**Supplementary Table 1**

| Antibody             | Company                  | Cat#      | Utilization        | Dilution |
|----------------------|--------------------------|-----------|--------------------|----------|
| <i>anti-RALY</i>     | Abcam                    | ab170105  | Western blot, ChIP | 1:1000   |
| <i>Anti-NFYA</i>     | Santa Cruz Biotechnology | sc-17753X | Western blot, ChIP | 1:2000   |
| <i>Anti-NFYB</i>     | Abcam                    | ab111577  | Western blot       | 1:1000   |
| <i>Anti-SREBP2</i>   | Millipore                | MABS1988  | Western blot       | 1:1000   |
| <i>Anti-PD1</i>      | cell signaling           | 3501S     | Western blot       | 1:1000   |
| <i>Anti-LaminA/C</i> | Santa Cruz Biotechnology | sc-376248 | Western blot       | 1:800    |
| <i>Anti-tubulin</i>  | Abcam                    | ab185224  | Western blot       | 1:1000   |
| <i>Anti-HMGCS</i>    | Abcam                    | ab137043  | Western blot       | 1:1000   |
| <i>Anti-FDPS</i>     | Abcam                    | ab15385   | Western blot       | 1:1000   |

| Primer ID*                              | Sequence: Forward (5'-3') | Sequence: Reverse (5'-3') |
|-----------------------------------------|---------------------------|---------------------------|
| <i>ChIP_NC</i>                          | TCCAGAAGAGGGCGTCAGAT      | GGCTCAGTGGGTAAGAGCAC      |
| <i>ChIP Srebp2_Site1</i>                | GCTTCTTTTCCTGCTCAGGCT     | GCTGTTGGGAAGCAGGTTA       |
| <i>ChIP Srebp2_Site2</i>                | TGTTCTGGGAACCTCCACCTTT    | TAGACCAGGCCAGCTTCAAAC     |
| <i>ChIP Srebp2_Site3</i>                | TGAAAGATGGTGGAGGACGC      | AGAGACTGTGCTAAGTGACTGT    |
| <i>ChIP Srebp2_Site4</i>                | AAACAGTTGCTTAGCCAGCC      | GGCAGTTGTTCTTAGGGGGT      |
| <i>ChIP Srebp2_Site5</i>                | CCCGCTATGCAAATCTGAGC      | TTGTCAATGGGACCAGGCTT      |
| <i>ChIP Srebp2_Site6 (not enriched)</i> | AGTCTTAGCCTGACCTGTCCT     | CTTGTCAGAGGATTGACACCA     |
| <i>ChIP Srebp2_Site7 (not enriched)</i> | AAAGGACGCAGTCGCATGT       | ATGGAGAACCCAAGAAGGG       |
| <i>ChIP Srebp2_Site8 (not enriched)</i> | TCCTTGGAACGTGGGAGTGGC     | TGGCCAGTCTGACATCCAT       |

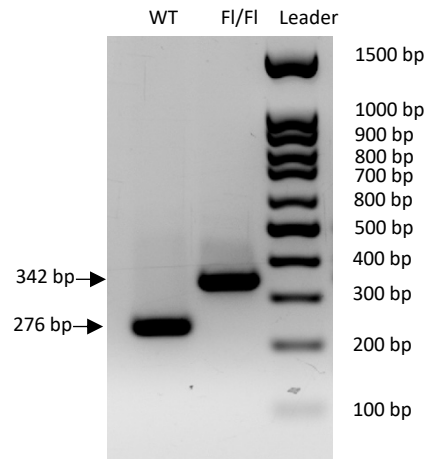

**Supplementary Figure 1. *Raly*<sup>flox/flox</sup> genotyping strategy.**  
Gel image of PCR genotyping showing WT and *Raly*<sup>flox/flox</sup>.

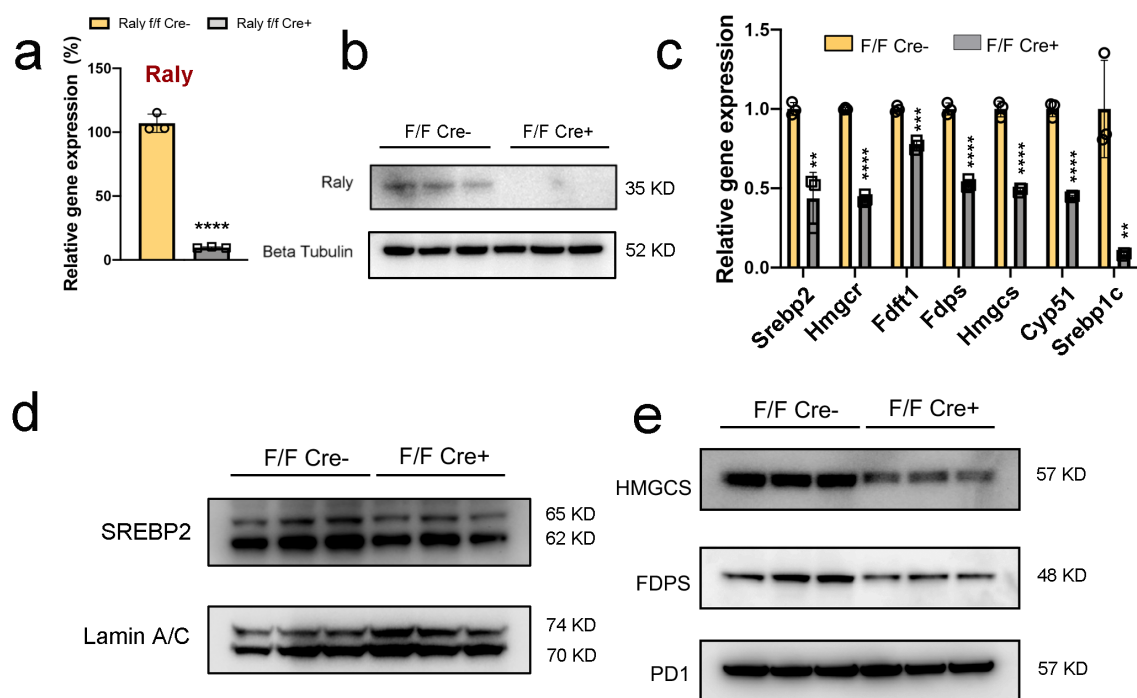

**Supplementary Figure 2. Loss of Raly reduces SREBPs and target genes in primary hepatocytes.** a Real-time PCR treated with GFP or Cre adenovirus. b Western blot analysis of RALY in mouse primary hepatocytes treated with GFP or Cre adenovirus. c Gene expression in mouse primary hepatocytes GFP or Cre adenovirus (n=3 per group). d Western blot analysis of nuclear SREBP2 in mouse primary hepatocytes treated with GFP or Cre adenovirus. e Western blot analysis of HMGCS and FDPS in mouse primary hepatocytes treated with GFP or Cre adenovirus. Values are shown as means  $\pm$  SD. \*  $P < 0.05$ ; \*\*  $P < 0.01$ ; \*\*\*  $P < 0.001$  and \*\*\*\*  $P < 0.0001$ .

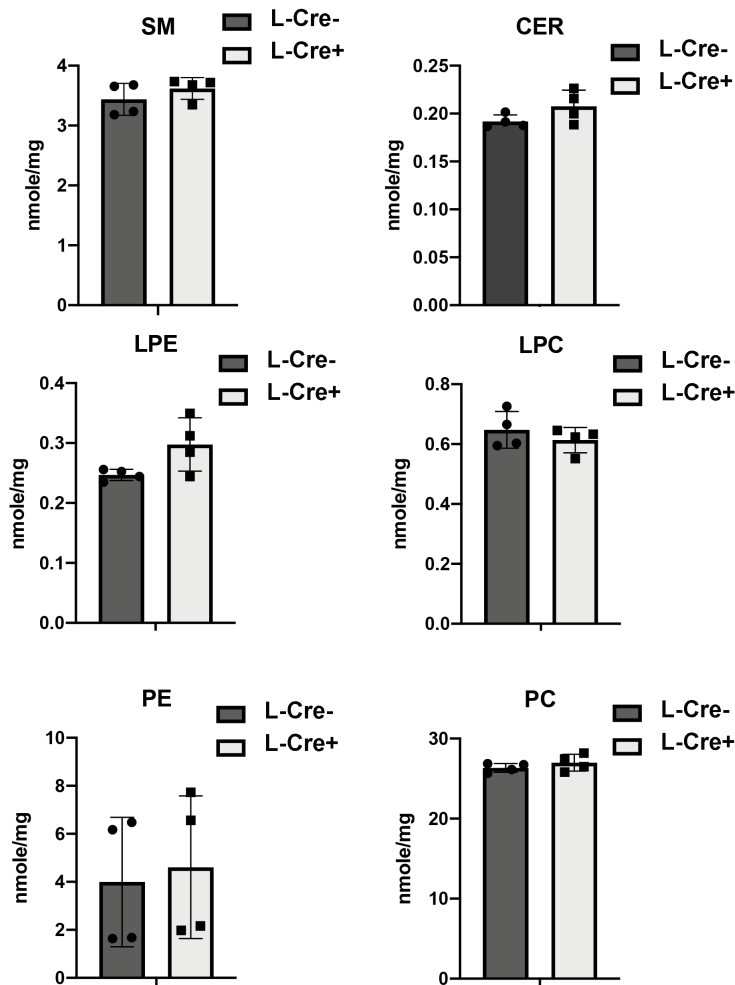

**Supplementary Figure 3. Lipidomics analysis from mouse livers comparing *L-RalyKO* and controls.** Species abbreviations are SM= Sphingomyelins, CER=Ceramides, LPE= Lysoglycerophosphoethanolamines, LPC=Lysoglycerophosphocholines, PE= Glycerophosphoethanolamines, and PC=Glycerophosphocholines

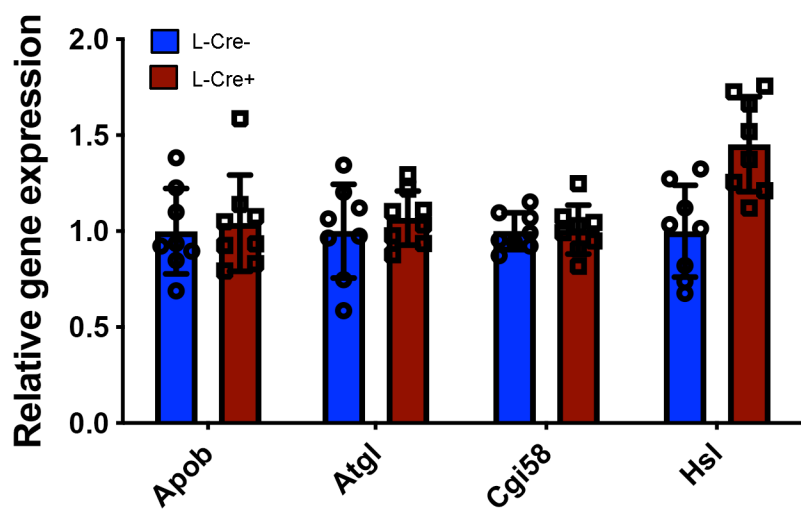

**Supplementary Figure 4. Loss of RALY does not influence Lipolysis.** Gene expression of in liver from chow-fed mice ( $n = 8$  per group).

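Apart from Apob, the genes of this panel encode enzymes of triglyceride breakdown or a cofactor of them. Pnpla2 encodes adipose triglyceride lipase, Abhd5 its activating cofactor and Lipe hormone-sensitive lipase, and Apob encodes the structural protein of the lipoproteins the liver secretes. Each was measured by qPCR of reverse-transcribed liver RNA against a standard curve and divided by the housekeeping gene 36B4, so that a bar gives expression relative to 36B4 and not an absolute amount of transcript. The panel measures transcript levels and not lipase activity. The qPCR values of this panel were not analysed here.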

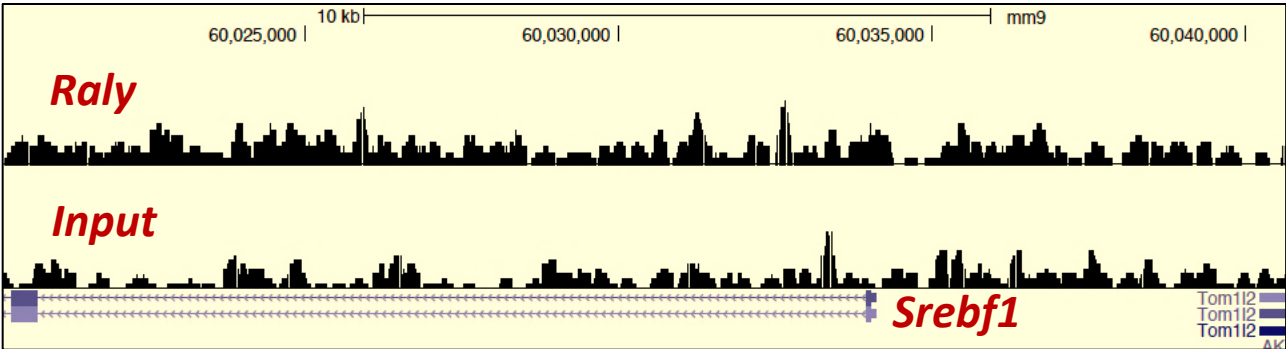

**Supplementary Figure 5. RALY does not bind Srebf1 promoter.** RALY ChIP-seq profiles at *Srebf1*.

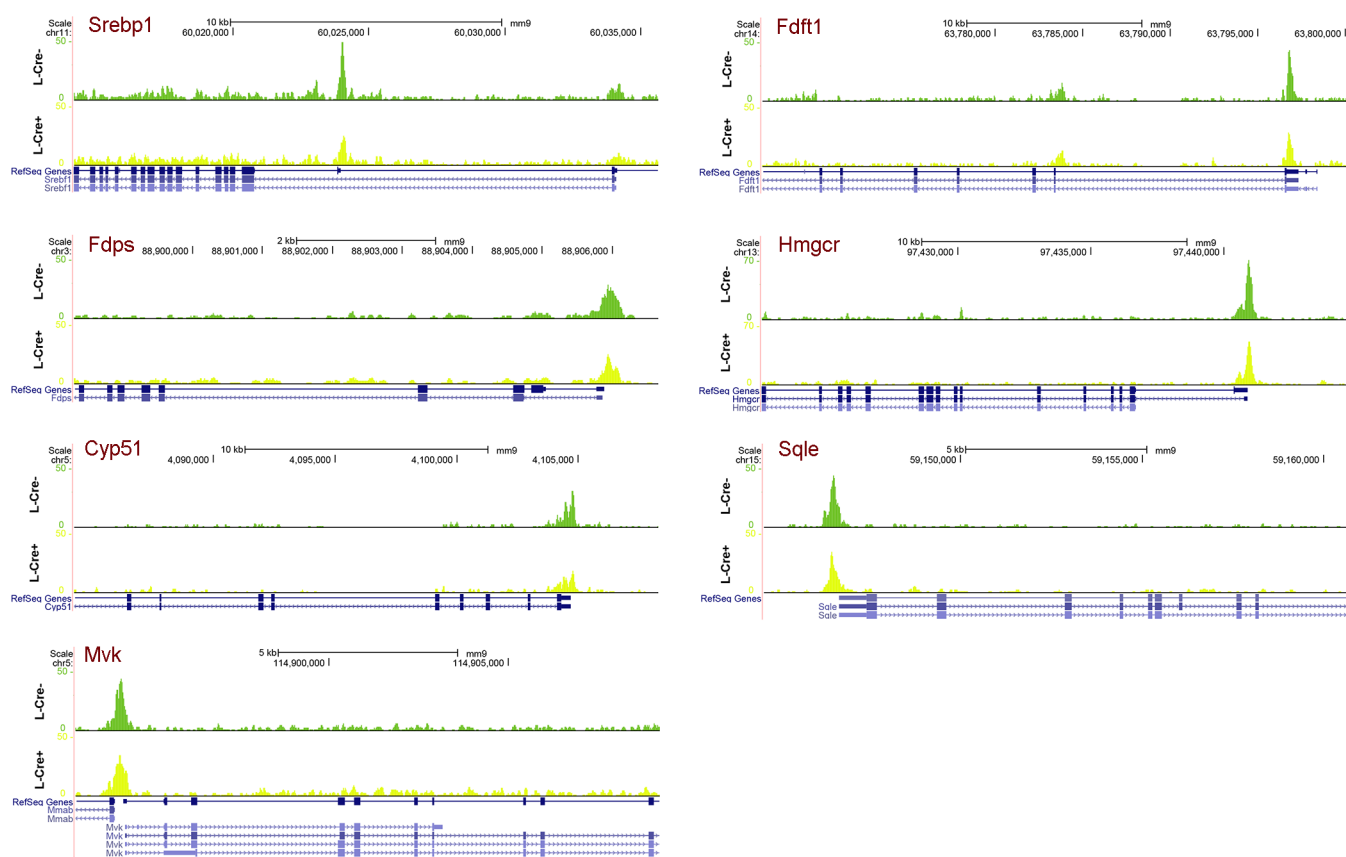

**Supplementary Figure 6. ATAC-seq profiles at cholesterologenic genes as a consequence of loss of RALY. ATAC-seq profiles at *cholesterol biosynthetic genes*.**

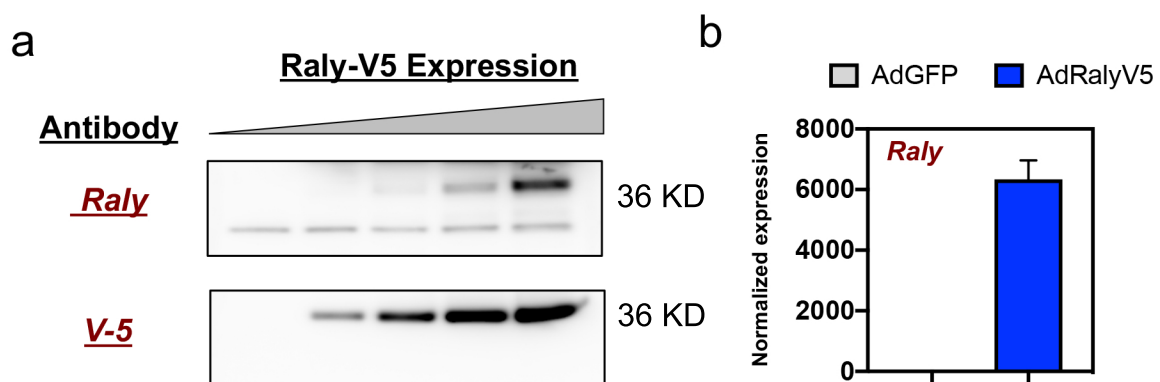

**Supplementary Figure 7. Validation of RALY overexpression.** **a.** Western blot from hep1-6 cells for RALY and V5 at increasing RALY-V5 expression. **b.** Quantitative PCR of RALY for experiments performed in 4b.

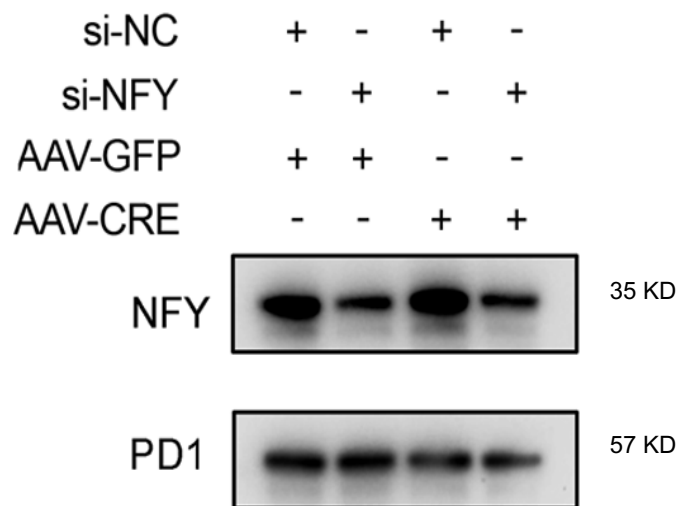

**Supplementary Figure 8. Validation of NFY knockdown.** a. Western blot of NFY from primary hepatocytes used in Fig 4h.

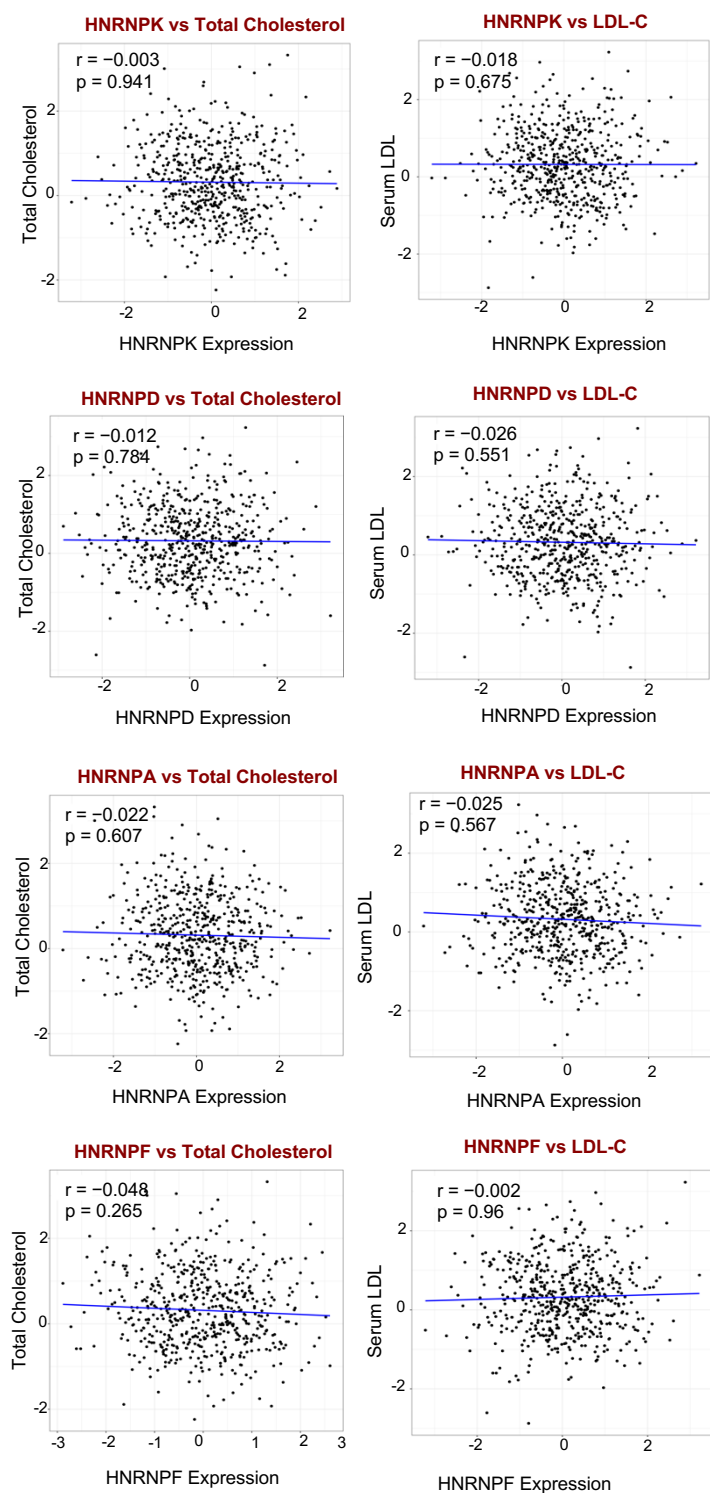

**Supplementary Figure 9. Correlation of hnRNPs with Cholesterol Level.** Expression results from METISM study showing correlation of metabolic traits with hnRNPs. Values are inverse-normal transformed.

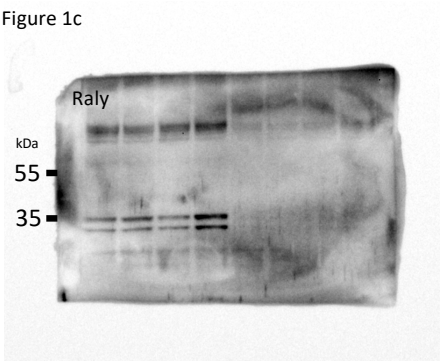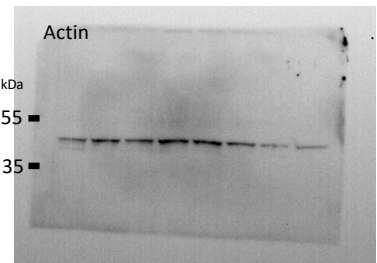

Figure 4a and 4b

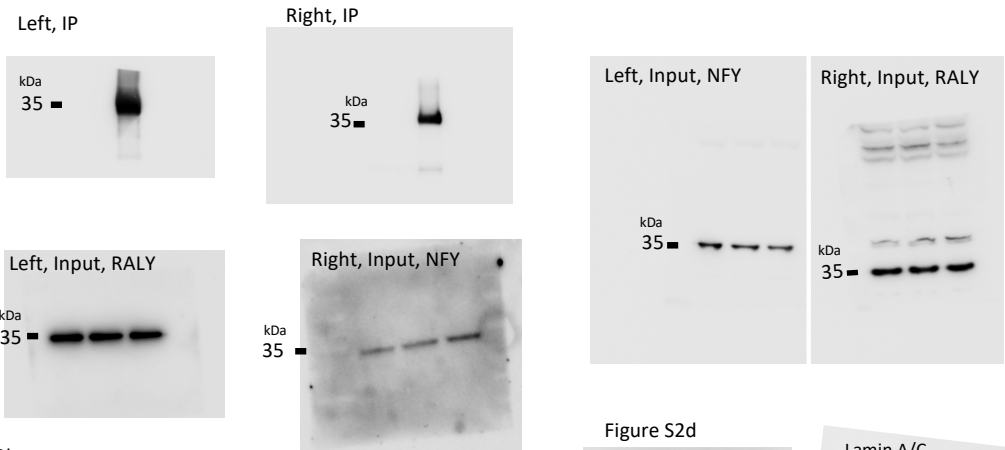

Figure S2b

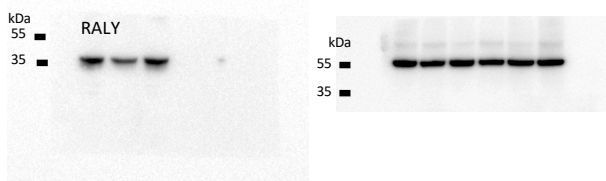

Figure S2d

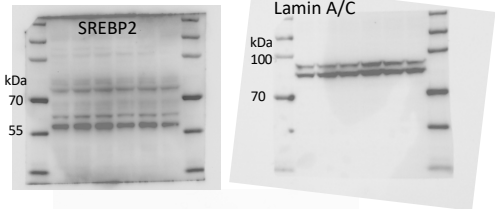

Figure S2e

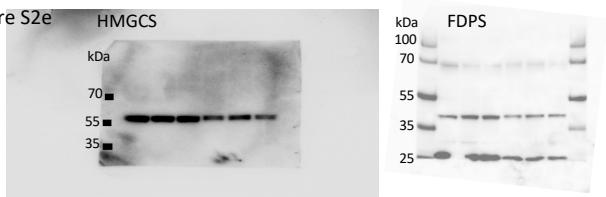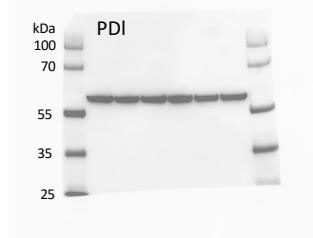

Figure S7a

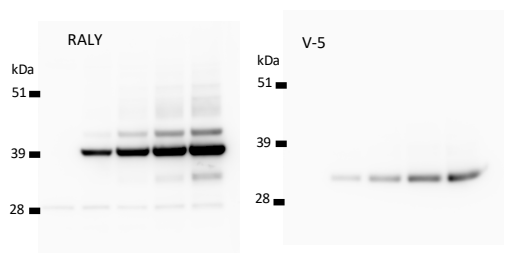

Figure S8

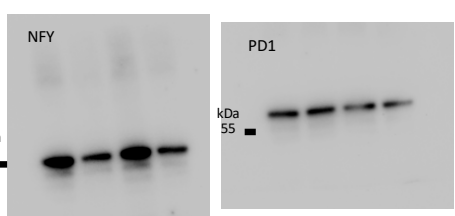

Supplementary Figure 10. Uncropped blots with molecular weight markers

# Supplementary material for: Collaborative interactions of heterogenous ribonucleoproteins contribute to transcriptional regulation of sterol metabolism in mice
**Source:** Nat Commun. 2020 Feb 20;11:984. doi: 10.1038/s41467-020-14711-4
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                          |                                                                                                                                                                                                                                                                                                |
|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                      | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size is based on statistical analysis of variance and on prior experience with similar in vivo studies over the past 20 years.                                                                                                |
| Data exclusions | Based on pre-established methodology in our lab. If done usually due to samples that deemed to be outliers or technical reasons such as inability to obtain enough serum/tissue or animals reported to be in distress by DLAM staff. |
| Replication     | A strength of our studies is showing convincing reproducibility not only with repeat experiments but variable approaches to show consistent results. Most experiments were replicated                                                |
| Randomization   | Randomization was done manually                                                                                                                                                                                                      |
| Blinding        | Blinded to cholesterol measurements for in vivo studies.                                                                                                                                                                             |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

## Methods

| n/a                      | Involved in the study                           |
|--------------------------|-------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | RALY and NFY                                                                                                                                                                                    |
| Validation      | The NFY is an established antibody with multiple previous publications. The RALY antibody is commercially available and validation is provided by testing in knockout cells and over expression |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                      |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | ATCC                                                                                 |
| Authentication                                                       | validated by ATCC and were obtained directly from ATCC.                              |
| Mycoplasma contamination                                             | We routinely test cells for mycoplasma. All cells used in the study tested negative. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                      |

## Palaeontology

|                     |                                                                                                                                                                                                             |
|---------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                         |

## Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

RALY KO and matching controls are on black 6 background.

## Wild animals

Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.

## Field-collected samples

For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.

## Ethics oversight

All animal studies were approved by the UCLA ARC

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

## Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

## Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

## Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

## Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

## Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

Accession number GSE133166

## Files in database submission

All data files are deposited in GEO

## Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

## Replicates

There is a minimum of 3 replicates

|                         |                                                                                    |
|-------------------------|------------------------------------------------------------------------------------|
| Sequencing depth        | HiSeq2000 or HiSeq 3000                                                            |
| Antibodies              | Raly is a primary antibody                                                         |
| Peak calling parameters | Peak calling was performed using Homer with FDR<0.01 for Raly peaks in each sample |
| Data quality            | Peaks independently called in at least two different samples                       |
| Software                | Bowtie2, Homer, PSCAN, MACS2                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                |                                                                                                                                                                                                                                                |
|------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                             | Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.                                                                                                                            |
| Instrument                                                                                                                                     | Identify the instrument used for data collection, specifying make and model number.                                                                                                                                                            |
| Software                                                                                                                                       | Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.                                                                     |
| Cell population abundance                                                                                                                      | Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.                                                                                  |
| Gating strategy                                                                                                                                | Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined. |
| <input type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                |

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                            |
|---------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | Indicate task or resting state; event-related or block design.                                                                                                                                                                                             |
| Design specifications           | Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.                                                                  |
| Behavioral performance measures | State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects). |

### Acquisition

|                               |                                                                                                                                                                                    |
|-------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | Specify: functional, structural, diffusion, perfusion.                                                                                                                             |
| Field strength                | Specify in Tesla                                                                                                                                                                   |
| Sequence & imaging parameters | Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle. |
| Area of acquisition           | State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                    |

### Preprocessing

|                        |                                                                                                                                                                   |
|------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software | Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.). |
|------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

## Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

## Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

## Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

## Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

## Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

## Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity
- ☐ ☐ Graph analysis
- ☐ ☐ Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

## Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

## Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

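RNA-seq of liver from 3 L-RalyKO and 3 control mice was analysed. The ATAC-seq and ChIP-seq experiments of the study were not analysed here. The conditions come from the sample labels and the study's methods, and the columns were matched to mice by the virus they name and by the replicate number. The labels number the mice of each group from 1 to 3, which is the only source of a pairing, and same-numbered mice are different animals.

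The values the authors deposited are a normalized signal, namely read counts per gene divided by each library's effective size, which is its total of reads times a scaling factor. The methods give TopHat v2.0.2 on mm9 and FPKM values from Cufflinks and Cuffdiff, and do not describe the deposited values. All values of a column were whole multiples of its smallest positive value (100% in each library), and the scaling factors obtained from them were the same as TMM factors computed anew with edgeR. The authors' values already include that scaling, and no further normalization was applied for the main results. The design had been written for counts, with limma on log2(value + 1) where the values were not counts, and the latter was used.

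Groups were compared with limma 3.58.1 in R 4.3.3 on log2(value + 1), with an intensity trend, among 11580 genes with a mean value of at least 1, and p values were adjusted by the Benjamini-Hochberg method. Recovered reads per mouse were between 28302983 and 38052705, and a gene with 3 reads has a value between 0.0789 and 0.105 in these libraries. With 3 mice per group an exact permutation test cannot give a p under 0.1. The number of mice, more than the depth, sets the precision, and intervals of single genes are at the 95% level.

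Gene lists were written from general knowledge together with the design, 18 of them, and 5 families were defined by a pattern at the start of the gene symbol. Of these 23, 22 had a tested gene, and p values were adjusted over the 22. They were tested with limma's camera (inter-gene correlation 0.01) and with Fisher's exact test. The p of camera comes from the limma model and not from permutations, which with 3 mice per group allow none under 0.1. Reactome pathways came with fgsea 1.28.0, and 23894 of 24054 gene symbols were matched to an Entrez identifier through RefSeq names of GRCm38.p6, from which no coordinate was taken. Coordinates, GC content and transcript lengths come from GENCODE vM1 on NCBIM37, in which 20970 symbols were found directly and 1158 through a synonym. Hmgcs1 was not matched there.

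The genes named are those the study names and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a log2 mean value of at least 1 and groups that do not overlap, and Asns as the largest change of its list. A gene the study names is not reported here. Genes outside this rule (Hnrnpc, Cd36, Insig1, Lep, Retn, Hspa5, Tnfrsf1b, the genes of chromosome 4 and those named from the lipid droplet list) were picked for naming after their values were seen.

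Limma, edgeR, limma voom, DESeq2 and camera were run on simulated data first, and Fisher's exact test after its results had been seen. With 200 genes changed by known fold changes, limma called 171 of the 196 that were tested (87.2%), among them all 129 that changed at least 2-fold, and 5% of its calls were false. EdgeR's quasi-likelihood test called 179 of 200 (7.73% of its calls false). Camera gave a p of 1.19e-19 for a changed set of 20 genes, and 2 of 100 random sets had a p under 0.05. Fisher's exact test gave a p of 2.10e-07 for a set of 20 genes of which 10 were changed, and 1 of 100 random sets had a p under 0.05. Each simulated gene was drawn independently of the others. The simulation therefore does not check either set test where the genes of a list vary together between mice. In the data the estimated correlation was 0.30 for the unfolded protein response list.

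Alternatives set before the data were examined were DESeq2 1.42.0 with its size factors, upper-quartile and total count scaling, limma voom, edgeR 4.0.16 without a robust dispersion, other filters on low genes, a pseudocount of 0.1, a replicate block, other gene set tests and leaving out each mouse in turn. Chosen after seeing the data were edgeR's quasi-likelihood test on the recovered reads (837 genes at adjusted p under 0.05), limma without an intensity trend, and corrections for GC content or transcript length, the former also with the replicate block.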

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

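The tests of shared reads, of other hnRNP genes, of other genomic windows and of a strain variant were chosen after the result was seen, and the test of time of day after values of some of its genes were. All results here are signals in genes the paper does not discuss, set against the control livers.

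A list of 21 genes of the unfolded protein response had a mean log2 fold change of 0.27, with 20 genes higher and 1 lower in L-RalyKO liver (adjusted p = 0.00577 over 22 lists and families, limma's camera, and from 3.57e-09 to 0.0945 over the alternatives). Only Asns had an adjusted p under 0.05 by itself. Over all tested genes the log2 fold change hardly followed GC content or transcript length (Spearman correlations of 0.02 and −0.02). The corrections for them moved the mean of the list to 0.264 each, with a camera p of 0.000236 and 0.000293. The p was at most 0.000287 under 3 other scalings, but a scaling moves all genes nearly alike and cannot decide a test of a list against the other genes. These tests assume that the genes of a list vary nearly independently between mice. With the correlation between the genes estimated from the data (0.30), the camera p was 0.207, and Reactome's unfolded protein response pathway had a mean log2 fold change of 0.04 (camera p of 0.288). Hspa5, for example, had values of 920, 498 and 893 in the L-RalyKO mice. Of the 4 splits of the 6 samples that part all same-numbered pairs, 1 (the real one) gave a mean change as large, and another came to 0.24. The pattern cannot be told apart from genes that rise and fall together in single mice.

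Hnrnpc, the hnRNP closest in name to RALY (hnRNP C-like 2), had a log2 fold change of 0.35 (standard error 0.048, adjusted p = 0.0052, limma), with values of 99.5 ± 1.78 in L-RalyKO and 77.7 ± 2.95 in control liver (SD, n = 3 each), higher in 3 of 3 L-RalyKO mice than in every control. Over all alternatives its adjusted p ranged from 1.08e-05 to 0.0289. The adjusted p was at most 0.00602 under 3 other scalings. It was 0.0040 after a GC correction and 0.00491 after a length correction, but trends with GC content and length were nearly absent, so that these corrections had little to move. The other 19 hnRNP genes did not rise as a group, with a camera p of 0.776. Scaling did not account for the rise. A candidate explanation is a response of Hnrnpc to the loss of RALY, which remains a hypothesis found and tested on the same 6 livers.

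On chromosome 4 of NCBIM37, between 145727747 and 147052416, 5 neighbouring genes were lower in L-RalyKO liver, Gm13251 (log2 fold change −1.54), Gm13051 (−0.74), Gm13139 (−0.96), Gm13152 (−1.27) and 2610305D13Rik (−1.77), with adjusted p from 0.000406 to 0.00797 (limma) and no overlap of the groups in any of them, which chance gives for 10% of genes. The genes share reads in part, but 2610305D13Rik has only 2.4% of its 50-base words in common with the other 4 and still fell. All 5 kept an adjusted p under 0.05 after a GC correction. Of 11417 windows of the same width, 4 outside the region held at least 5 genes that fell, all of them overlapping windows of 1 region of chromosome 11 from 100208641 onwards. That is a denser region, with 42 to 44 tested genes per window. Of 9059 other windows with at least 5 tested genes, 0 had every tested gene lower at adjusted p under 0.05, but this cannot decide, since the window on chromosome 4 was drawn from the first to the last of the 5 genes. Mice of the groups may also differ in the strain origin of the region. No other tested gene lies between the 5, so the count of other changed genes there, 0, could not have come out otherwise, and within 1 Mb on either side 1 of 21 other tested genes (Tnfrsf1b) had an adjusted p under 0.05. Without genotypes the pattern cannot be told apart from a strain variant or from a run of changed genes by chance.

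Reactome's circadian clock pathway held 15 of 27 genes at unadjusted p under 0.05 where 6.18 were expected (adjusted p = 0.0186, Fisher's exact test, and from 0.00149 to 1 over the alternatives), 11 higher and 4 lower. Had the livers been collected at different times of day, clock genes of opposite phase should move in opposite directions. The genes of the Arntl phase had a mean log2 fold change of 0.27 (3 higher, 1 lower, camera p of 0.101) and those of the Dbp and Per phase of 0.13 (8 higher, 3 lower, camera p of 0.0809), a difference of 0.14. Both lists are mixed and neither passed 0.05, so this does not exclude a difference in time of day. After a GC correction the adjusted p of the pathway was 0.0244. Of the 4 splits that part all same-numbered pairs, 1 (the real one) gave a p as small (−log10 p of 3.64, and at most 0.60 in the others), but 4 splits cannot give a share low enough to exclude chance. The pattern cannot be told apart from a difference in time of day or from a chance difference between the livers.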

How the results depend on the processing

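The settings with edgeR's quasi-likelihood test on recovered reads, without an intensity trend and with GC or length corrections were chosen after seeing the data.

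The 758 genes at adjusted p under 0.05 became 484 with all genes that have at least 1 read (254 higher, 230 lower) and 251 with a 1.5-fold minimum. The 6 fits that each left out a mouse gave from 335 to 812 genes, from 168 to 454 higher and from 167 to 358 lower. All 6 called 271 of the 758, and 0 of the 758 changed sign in any of them. Other tests and scalings gave from 536 to 1077 genes. With total count scaling 325 genes were higher and 470 lower (40.9% higher, against 51.3% with the deposited scaling). Genes at unadjusted p under 0.05 numbered from 2074 to 3068. The replicate block gave 704 genes, 582 of them shared with the 758, and 719 with a GC correction as well. Deviations of same-numbered mice from their group means correlated at 0.07, −0.02 and 0.02, so the numbers do not pair the mice.

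Raly kept its direction and call under all 20 alternatives, and Srebf2 stayed without a call and above 0 under all 20 (adjusted p from 0.304 to 0.911). With the replicate block their log2 fold changes were −2.67 and 0.064. The mean of the cholesterol biosynthesis list passed an unadjusted p of 0.05 upwards in 3 alternatives, as Reactome's pathway (0.12, camera p of 0.0286), without control replicate 2 (0.25, the lowest camera p, 9.63e-05) and without L-RalyKO replicate 3 (0.18). It also did with total count scaling (0.079), which moves all genes nearly alike and so says little about a list set against the others. It lay from 0.0016 to 0.25 in the fits that each left out a mouse. With the correlation between its genes estimated its camera p was 0.668. The mean of the fatty acid and triglyceride synthesis list passed an unadjusted p of 0.05 in 4 alternatives, with the replicate block (−0.14), with the block and a GC correction (−0.14), without control replicate 3 (−0.18, the lowest camera p, 0.0135) and without L-RalyKO replicate 2 (−0.18). It lay from −0.18 to −0.079 in the fits that each left out a mouse, whereas an estimated correlation gave a p of 0.364. The cause was not tested.

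Over-represented lists and families numbered 4, but 2 with edgeR's quasi-likelihood test on recovered reads, 2 with a length correction and from 4 to 8 when a mouse was left out. By camera there were 2, and from 2 to 6 when a mouse was left out. Over-represented Reactome pathways numbered 14, but 4 among genes at adjusted p under 0.05, 4 among genes that fell, 2 among genes that rose and from 4 to 18 when a mouse was left out.

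For the 31 other genes named, 579 of 618 values kept their direction and call, 20 were weaker, 3 stronger and 16 reversed. Nfyc reversed with total count scaling (−0.025) and Lipe with DESeq2 (−0.011), total count scaling (−0.018) and edgeR without a robust dispersion (−0.0082) or on recovered reads (−0.0082). When a mouse was left out, Fdps ranged from −0.21 to 0.14, Klf6 from −0.16 to 0.00037, Nfyc from −0.0087 to 0.026, Abhd5 from −0.025 to 0.094, Lipe from −0.18 to 0.16, Mylip from −0.0051 to 0.13 and Scd1 from −0.11 to 0.29. None of these 7 had an adjusted p under 0.05 in any setting.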

Differences from the paper's values

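The paper's values here are log2 ratios computed from the qPCR values in its source data for Fig. 1b and 1f (8 mice per group, SD of the log2 values), set beside the RNA-seq of 3 mice per group. They are different measurements, and which mice were shared is not known. An RNA-seq value is said to differ where it lay more than 1 SD from the paper's value. That SD is the spread between the qPCR mice, and the rule leaves out the error of the RNA-seq, so it is not a test. The paper names fasting mice beside its Srebp1c qPCR result and chow-fed mice for the RNA-seq. Whether the feeding state was the same in both is therefore not known, and a difference in it is not excluded for these gaps.

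For Raly the RNA-seq gave a log2 fold change of −2.67 against the paper's −3.48 (SD 0.584). All 15 alternatives set before the data were examined still differed, with values from −2.84 to −2.63. For Srebf2 the RNA-seq gave 0.064 against the paper's −1.54 (SD 0.469), and all 15 such alternatives differed (0.02 to 0.13). For Fdps the RNA-seq gave −0.031 against the paper's −0.98 (SD 0.624), and all 15 differed (−0.21 to 0.14). For Fdft1 it gave 0.11 against the paper's −0.66 (SD 0.561), and all 15 differed (0.03 to 0.25). For Hmgcs1, to which the paper's HMGCS was assigned here, it gave −0.38 against the paper's −0.73 (SD 0.278). Of its 15 alternatives 13 differed, and the fits without control replicate 3 (−0.53) and without L-RalyKO replicate 1 (−0.48) came within the paper's SD.

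The paper states that qPCR showed reduced Srebf2 and target genes. In the RNA-seq Srebf2, Fdps and Fdft1 had no call in any setting. Hmgcs1 was lower and among the genes at unadjusted p under 0.05 (limma), and its adjusted p was 0.187 but 0.0439 with DESeq2 and 0.048 in the fit without control replicate 3 (from 0.0439 to 0.402 over its alternatives). The paper states that the fall in Srebp1c did not reach significance. Srebf1 in the RNA-seq, over all isoforms, had an adjusted p of 0.0173 (limma, from 7.16e-07 to 0.0646 over its alternatives). It was above 0.05 in the fits without control replicate 1 (0.0635) and without L-RalyKO replicate 1 (0.0646). Its log2 fold change, −0.65, lay within the SD of the paper's value (−0.32, SD 0.859), and so did those of all 15 alternatives. The paper's text says that the overlap with SREBP2 pathways was substantial, and its Fig. 1e marks keywords that were also enriched in liver SREBP2 ChIP. That list of keywords was not used here, and Reactome's pathways are another measure. Its activation of gene expression by SREBF was not over-represented among genes at unadjusted p under 0.05 (6 genes where 5.26 were expected, adjusted p = 1, Fisher's exact test). Among genes at adjusted p under 0.05 it held 5, all lower, where 1.52 were expected (adjusted p = 0.521, Fisher's exact test), and the wider pathway of regulation of cholesterol biosynthesis by SREBP held 7 where 2.37 were expected (adjusted p = 0.33, Fisher's exact test). None of these genes was in the cholesterol biosynthesis list, in which no gene had an adjusted p under 0.05.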

Other observations

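The tests of precision and labels for Srebf2 and of the lipid droplet list, with and without Mogat1, and of single mice for it were chosen after the result was seen.

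Srebf2 was not lower in L-RalyKO liver. The lower 95% limit of its log2 fold change was −0.088, above the fall that the paper's qPCR gives (−1.54), so that the number of mice does not account for it. The lowest log2 fold change under 3 other scalings was 0.031. Raly was below every control in 3 of 3 L-RalyKO libraries, which speaks against exchanged labels. No biological explanation was tested. The feeding state of the mice was not analysed here.

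Cd36 had a log2 fold change of −1.67 (adjusted p = 0.00133, limma), with values of 36.9 ± 6.12 in L-RalyKO and 121 ± 28.4 in control liver (SD, n = 3 each), and Cfd was among the largest falls. The hypothesis that genes of lipid droplets and of PPARG action fall together was tested on a list of 12 other genes. The values of Mogat1 had been seen when the list was written and those of the other 11 had not. The mean log2 fold change of the 12 was −0.64, 10 of the 12 fell, and 4 had an adjusted p under 0.05, all lower (Mogat1, Plin4, Vldlr and Pparg). The camera p was 7.30e-05, and 0.000504 without Mogat1. With all 12 it was 0.000109 after a GC correction and 0.000123 after a length correction, which moved the mean to −0.647 and −0.644. It was at most 0.000377 under 3 other scalings, which move all genes nearly alike and cannot decide this test. Control replicate 1 had the highest values of Cidea, Cidec and Cfd, yet the camera p was at most 0.000391 in the 6 fits that each left out a mouse (mean log2 fold change from −0.81 to −0.35, the latter without control replicate 1). Of 4 other adipocyte markers 0 reached a mean value of 1, but 2 of them (Lep with 7 reads and Retn with 5) were read in control replicate 1 alone, so a trace of adipose tissue in that sample is not excluded. It would not account for the fall, since the camera p without that mouse was 0.000391 and Cd36 had values of 102 and 107 in the other 2 controls. With the correlation between the genes estimated (0.53), however, the camera p was 0.184, and 1 of the 4 splits of the 6 samples that part all same-numbered pairs (the real one) gave a mean change as large. A fall of these genes with the loss of RALY therefore cannot be told apart from genes that vary together between mice.

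The 11 tested cyclin genes, all of types D, E, G, L and T, had a mean log2 fold change of 0.26, with 9 of 11 higher (adjusted p = 0.00577, limma's camera). With the correlation between the genes estimated (0.02), the camera p was 0.0294, and 1 of the 4 splits that part all same-numbered pairs (the real one) gave a mean change as large.

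The 10 splits of the 6 samples into 3 and 3 include 4 that part all same-numbered pairs, and the other splits keep pairs together. Among these 4, only the real split gave as many genes at adjusted p under 0.05 (1 of 4, the others 0 genes at adjusted p and from 206 to 415 at unadjusted p), as many genes at unadjusted p under 0.05 (1 of 4), as many over-represented Reactome pathways (1 of 4, the others from 0 to 4) and as large a mean of the fatty acid and triglyceride synthesis list (1 of 4). For the number of over-represented lists and families (4) and the mean of the cholesterol biosynthesis list (0.11), 2 of the 4 splits gave a result as large, with 6 lists and a mean of 0.24 in the largest of the others. No share under 0.05 can come from so few splits.

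Of the genes in the paper's lipolysis panel, the RNA-seq gave log2 fold changes of 0.16 for Pnpla2 (adjusted p = 0.217, limma), 0.04 for Abhd5 (adjusted p = 0.795), 0.02 for Lipe (adjusted p = 0.967) and 0.05 for Apob (adjusted p = 0.733). Abca1 was lower (−0.37, adjusted p = 0.0396, limma, and from 0.000791 to 0.129 over its alternatives), and Insig1, from the list of other SREBP2 targets, was higher (0.56, adjusted p = 0.0211, limma). The NFY subunits Nfya, Nfyb and Nfyc had log2 fold changes of −0.10, 0.06 and 0.01, with adjusted p of 0.534, 0.674 and 0.952 (limma).

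The negative control primer pair of the ChIP-qPCR in Supplementary Table 1 matched NCBIM37 exactly at 2150 places (forward) and 12552 places (reverse), which gave 1374 products of at most 2000 bp.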
